# Whole blood gene expression analysis of spontaneous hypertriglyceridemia in dogs suggests an underlying pro-thrombotic process

**DOI:** 10.1371/journal.pone.0313343

**Published:** 2024-11-12

**Authors:** Lauren A. Baker, Katie M. Minor, Nicole Tate, Eva Furrow

## Abstract

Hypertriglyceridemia (HTG) is influenced by multiple genetic and environmental factors. Spontaneous, idiopathic HTG is common in the Miniature Schnauzer dog and presumed to have a strong genetic influence in this breed. To define genes that are differentially expressed in dogs with HTG, we performed RNA sequencing on peripheral blood of 13 Miniature Schnauzers with HTG and 18 controls. We identified 110 differentially expressed genes (DEGs). Pathway analysis suggests an ongoing pro-thrombotic, endothelial activation process in dogs with HTG. The gene with the largest fold change (5.4 ± 1.4, P_adj_ = 4.4E-04), *SERPINE1*, encodes plasminogen activator inhibitor 1 (PAI-1), a known risk factor for atherosclerosis and thrombosis. Other top DEGs, including *SHANK3*, *MMRN1*, and *FZD7*, are involved in endothelial activation. Two of the top DEGs, *ARHGAP29* and *ARHGAP21*, inhibit pro-thrombotic pathways and are potentially protective of disease sequelae. Top DEGs, including *SERPINE1* and *ARHGAP21*, have also been linked to metabolic syndrome or its features (e.g. insulin resistance) in humans and animal models. Our findings indicate that HTG in the Miniature Schnauzer dog has similar features to HTG and metabolic syndrome in humans, highlighting the potential use of the dog as a spontaneous model for further research into the etiology and effects of HTG.

## Introduction

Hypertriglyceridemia (HTG) is a common abnormality encountered in clinical practice with an estimated population prevalence of 26% of adults in the United States [1]. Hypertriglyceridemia is associated with several ancillary health conditions including atherosclerotic cardiovascular disease, type 2 diabetes, fatty liver disease, and pancreatitis, among others [2, 3]. Traditionally, the HTG diagnosis has been divided into primary and secondary types, with primary HTG understood to have a genetic cause and secondary HTG considered a consequence of another disease process or medication [2]. However, there is increasing recognition that HTG is a complex and heterogeneous disorder that is influenced by multiple overlapping genetic, environmental, and lifestyle factors [4]. This includes patients with familial HTG, previously referred to as type IV familial dyslipidemia, which is characterized by increased secretion of very low-density lipoprotein (VLDL) particles from the liver [5]. While severe HTG (>10 mmol/L [885 mg/dL]) is more likely to be monogenic than mild-to-moderate HTG, most HTG cases, regardless of severity, are estimated to be polygenic [6–8].

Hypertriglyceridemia also spontaneously presents in dogs. There is a particularly high prevalence in Miniature Schnauzer dogs, with greater than 75% of the breed affected by 10 years of age [9]. A strong genetic predisposition to HTG is presumed to exist in this breed [9–11]. In Miniature Schnauzers, HTG is typically characterized by increases in triglyceride-rich lipoproteins (VLDL with or without increased chylomicrons) [12], making it similar to familial HTG in humans. However, some Miniature Schnauzers also have elevations in low density lipoprotein (LDL) fractions [13]. The development of HTG occurs with increased triglyceride production, decreased clearance, or both [4]. While lipoprotein lipase (LPL) activity is decreased in Miniature Schnauzers with HTG, supporting decreased triglyceride clearance, the decrease is relatively modest and not thought to be the sole cause of HTG [14]. Additional pathways impacting triglyceride production or clearance are likely involved. Further, genetic investigations of the top candidate genes for HTG have not identified a monogenic cause in Miniature Schnauzers [10, 11]. This suggests that the mechanisms contributing to HTG in Miniature Schnauzers are multifactorial, similar to in humans.

Like humans, HTG in dogs is associated with pancreatitis, hepatobiliary disease, and insulin resistance [15–17]. Unlike humans, atherosclerotic cardiovascular disease is uncommon in dogs because dogs have relatively low LDL levels due to absence of active cholesterol ester transfer protein (CETP), an enzyme responsible for moving cholesterol and triglycerides between various lipoproteins [18]. Even with this difference, we propose the Miniature Schnauzer dog as a useful natural model to study contributions to and consequences of HTG.

A growing body of evidence suggests that the underlying genetic basis of polygenic conditions like HTG lies not in gene mutations, but in transcriptional regulation of the genes that drive disease processes [19]. The purpose of the present investigation was to define genes that are differentially expressed in the dog model of HTG. We performed RNA sequencing (RNA-seq) of peripheral blood from Miniature Schnauzer dogs with and without HTG. We identified differentially expressed genes that clearly stratify cases from controls. The top genes suggest an ongoing pro-thrombotic, endothelial activation process in dogs with HTG. Several of these genes are also associated with insulin resistance. We believe these findings position the Miniature Schnauzer dog as a spontaneous model for the study of HTG and add to data on how the transcriptome changes with HTG, which may ultimately aid development of treatments that benefit both animal and human health.

## Results

We performed RNA-seq on 31 purebred Miniature Schnauzer dogs, including 13 HTG cases and 18 controls (Table 1). This sample size comprised all dogs that met the recruitment criteria and had an available biobanked RNA sample. 

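Whole-blood RNA of each of the 31 dogs was sequenced as 1 library, and the authors deposited the number of read pairs they counted on each gene in each dog, without normalization. The table of counts has 32704 rows with Ensembl dog gene identifiers, of which 18601 also carry a gene symbol and 7120 had 0 counts in every dog. It gives no gene coordinates. Between 14524659 and 41533599 counts fell on genes per dog, with a median of 20588919 in the HTG cases and 19679367 in the controls. The group of each dog was taken from the sample labels, and its age, body condition score, diet and triglycerides from Table 1. Counts were normalized with edgeR's TMM method, genes with low counts were removed with edgeR's own filter, and the remaining 13918 genes were compared between cases and controls with edgeR's quasi-likelihood test. P-values were adjusted with the Benjamini-Hochberg procedure, with a threshold of 0.05, and every log2 fold change is given for cases over controls. The paper's methods name DESeq2 with batch as a covariate, and neither the labels nor the paper's text state which dogs belonged to the pilot batch, so that the comparison had no batch covariate. On counts simulated for these dogs with 196 of the tested genes changed by a log2 fold change of 1, the test recovered 85.7% of the changed genes, and 3.45% of the 174 genes it called were unchanged. The dogs also separated on something other than their group. Over 349 rows named after small non-coding RNAs, 10 dogs, of which 5 were cases and 5 controls, had a mean of at least 1.73 log2 CPM, and the other 21 dogs, of which 8 were cases and 13 controls, had a mean of at most 1.42. This split by small RNA counts was found in the data, and values within its sides are given beside the pooled ones for the principal components and for most of the genes described.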

Eight of 13 cases and 10 of 18 controls were male (P = 1.00). 

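The sample labels and Table 1 gave the same sex for every dog, with 8 male and 5 female cases and 10 male and 8 female controls (Fisher's exact test, two-sided, P = 1). The labels were also checked against the counts. The row RF01881, chosen after its values were seen as the one that differed most between the sexes, lay between 3.04 and 4.01 log2 CPM in the 13 females and between −3.49 and 0.25 log2 CPM in the 18 males. Since the row was chosen for separating the labelled sexes, this is not a test of the labels. The genes EIF1AX, KDM6A and DDX3X were also looked at after the values were seen. EIF1AX had a lowest value of 4.95 log2 CPM among the females and a highest value of 4.91 log2 CPM among the males. The ranges of the sexes overlapped for KDM6A, with 6.30 as the lowest female and 6.35 as the highest male value, and for DDX3X, with 8.47 and 8.60 log2 CPM.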

All males had been castrated, and all but one female had undergone ovariohysterectomy surgery. The average age of cases and controls was 10.2 ± 1.4 and 8.9 ± 1.6 years, respectively (P = 0.21). Median body condition score (BCS) was 6 (range 4–7) in the cases and 5 (range 3–7) in the controls (P = 0.33). Because hyperlipidemia can occur secondary to endocrinopathies, dogs were screened for endocrinopathies during the recruitment process. All HTG cases tested negative for diabetes mellitus, hypothyroidism, and hypercortisolism (screened with a urine cortisol-to-creatinine ratio in 12 cases and a low dose dexamethasone suppression test in 1 case). The 31 study dogs were consuming 30 different commercial diets; 2 controls resided in the same household and were fed the same diet. Median dietary fat content was 4.2 ± 1.2 g/100 kcal in cases and 3.9 ± 0.8 g/100 kcal in the controls (P = 0.64); dietary fat could not be determined for 5 dogs due to inability to obtain manufacturer nutrient information (n = 4) or highly varied daily diet (n = 1). Blood lipid values are presented in Table 1. The median triglyceride concentrations were 578 (IQR 494) mg/dL for cases and 65 (IQR 30) mg/dL for controls. The median cholesterol concentrations were 301 (IQR 109) mg/dL for cases and 172 (IQR 70) mg/dL for controls. Only three dogs with HTG had elevated cholesterol levels, consistent with the expected presentation of HTG in Miniature Schnauzer dogs [9]. All 18 controls screened negative for diabetes mellitus, and 15 controls screened negative for both hypothyroidism and hypercortisolism.

**Table 1:** Blood lipid values of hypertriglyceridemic case and normotriglyceridemic control Miniature Schnauzer dogs at the time of RNA sample collection.

Dog ID	Age (years)	Sex^a^	BCS^b^	Dietary Fat (g/100 kcal)	Triglycerides (mg/dL)^c^	Cholesterol (mg/dL)^d^
Case_01	11	FS	6	3.9	2392	NA
Case_02	10	MN	7	6.2	1164	457
Case_03	9	MN	6	NA	973	428
Case_04	12	MN	7	4.8	854	322
Case_05	9	MN	6	5.3	720	185
Case_06	11	MN	4	5.5	618	403
Case_07	9	FS	6	4.3	578	302
Case_08	8	FS	6	NA	431	299
Case_09	10	MN	6	4.0	393	320
Case_10	9	MN	5	NA	360	257
Case_11	14	MN	5	2.9	334	243
Case_12	10	FI	5	2.2	271	148
Case_13	10	FS	5	3.3	263	206
Control_01	8	FS	4	5.0	93	277
Control_02	8	FS	5	3.7	88	369
Control_03	10	MN	6	3.9	88	NA
Control_04	9	MN	7	3.6	85	136
Control_05	10	MN	5	NA	76	155
Control_06	7	FS	6	3.3	75	203
Control_07	10	MN	6	4.0	74	172
Control_08	10	FS	7	6.5	66	138
Control_09	9	MN	7	3.7	66	145
Control_10	8	FS	5	NA	63	226
Control_11	9	FS	6	3.6	61	190
Control_12	11	FS	5	4.0	52	NA
Control_13	9	MN	5	3.4	50	227
Control_14	9	MN	4	4.2	44	162
Control_15	9	MN	3	3.9	43	184
Control_16	10	FS	4	3.9	41	NA
Control_17	13	MN	6	3.6	37	132
Control_18	11	MN	4	4.2	35	145

^*a*^MN = male neutered; FS = female spayed; FI = female intact.

^*b*^BCS = body condition score, grading on a 1–9 scale (1 = emaciated, 9 = obese)

^*c*^The laboratory reference interval for triglycerides in dogs is 26–108 mg/dL.

^*d*^The laboratory reference interval for cholesterol in dogs is 143–373 mg/dL.

All RNA samples were determined to be good quality after FastQC analysis. On average, there were 125,789,945 reads per sample (62,894,972 pairs), with 100% of reads properly paired. The average primary and secondary alignment percentages were 55.7 and 0.2%, respectively (S1 Table in S1 File). 

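Computed from the paper's S1 Table, the share of mapped reads that was assigned to a feature was 58.1 ± 4.38% (SD, n = 13) in the cases and 54.0 ± 5.38% (SD, n = 18) in the controls. The shares differed by 4.14 percentage points (two-sided permutation test with 100000 resamples, P = 0.0281). With the split by small RNA counts taken out, the difference was 3.86 points (permutation test, P = 0.0363). The highest shares were those of case_01, at 68.9%, and control_03, at 72.4%. The counts of the table came to between 59.2% and 90.4% of the assigned reads of the paper's S1 Table in each dog, and this percentage differed between the groups by −4.17 points (permutation test, P = 0.13). The 20 genes with the highest totals took 27.9 ± 4.58% of the counts in the cases (SD, n = 13) and 26.3 ± 5.28% in the controls (SD, n = 18; permutation test, P = 0.408).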

Results of principal components analysis using the top 500 most variable genes are shown in Fig 1. 

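After the variance stabilizing transformation of DESeq2, the first principal component of the 500 most variable genes held 44.0% of their variance and the second held 14.4%. The mean score on the first component was 5.94 ± 14.0 (SD, n = 13) in the cases and −4.29 ± 15.2 (SD, n = 18) in the controls, and the difference of 10.2 did not pass the threshold of 0.05 (two-sided permutation test, P = 0.0647). Within the 10 dogs with high small RNA counts this difference was 8.13 (exact permutation test, P = 0.5), and within the other 21 dogs it was 9.79 (exact permutation test, P = 0.117). On the second component the groups differed by 1.56 (permutation test, P = 0.633), and by 3.89 (exact permutation test, P = 0.325) and 3.02 (exact permutation test, P = 0.0586) within the 2 sides of the split. Among the alternatives, only leaving out case_01 and control_03, the 2 dogs with the highest assigned share, changed the side of the threshold on which the first component lay. The groups then differed by 10.1 on it (permutation test, P = 0.0172).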

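In the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, 5 of the 13918 genes tested had an adjusted P-value of at most 0.05, and 1365 genes had an unadjusted P-value under 0.05, of which 702 were higher in the cases. All 5 genes were higher in the cases, and ARHGAP29, ARHGAP21, CHST9 and MMRN1 were among them. The median log2 fold change over all genes tested was −0.02. CHST9 (ENSCAFG00000018122), which Table 2 does not list, had 1.14 ± 0.73 CPM in the cases (SD, n = 13) and 0.37 ± 0.19 CPM in the controls (SD, n = 18). Its log2 fold change was 1.60 (standard error 0.30, adjusted P = 0.0293 in the edgeR quasi-likelihood test), and it was above 0 on both sides of the split by small RNA counts, with 1.74 (standard error 0.52) within the 10 dogs of the high side. Among the alternatives set in advance, the Wald test of DESeq2 without a covariate changed the number of genes most, to 82, with 64 genes higher and 18 lower in the cases. Of these 82 genes, 52 are listed in S2 Table, and all 5 genes of the edgeR test were among them. When the dogs were split at random into groups of 13 and 18, 3 of 100 splits, the real one included, gave at least 5 genes in the edgeR test, and 7 of 100 gave at least 82 genes in the DESeq2 test. Among the 10 dogs with high small RNA counts 0 genes passed the threshold in the edgeR test, with 518 at an unadjusted P-value under 0.05, and among the other 21 dogs 0 genes passed it, with 1510 at an unadjusted P-value under 0.05.

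**Figure D1:**
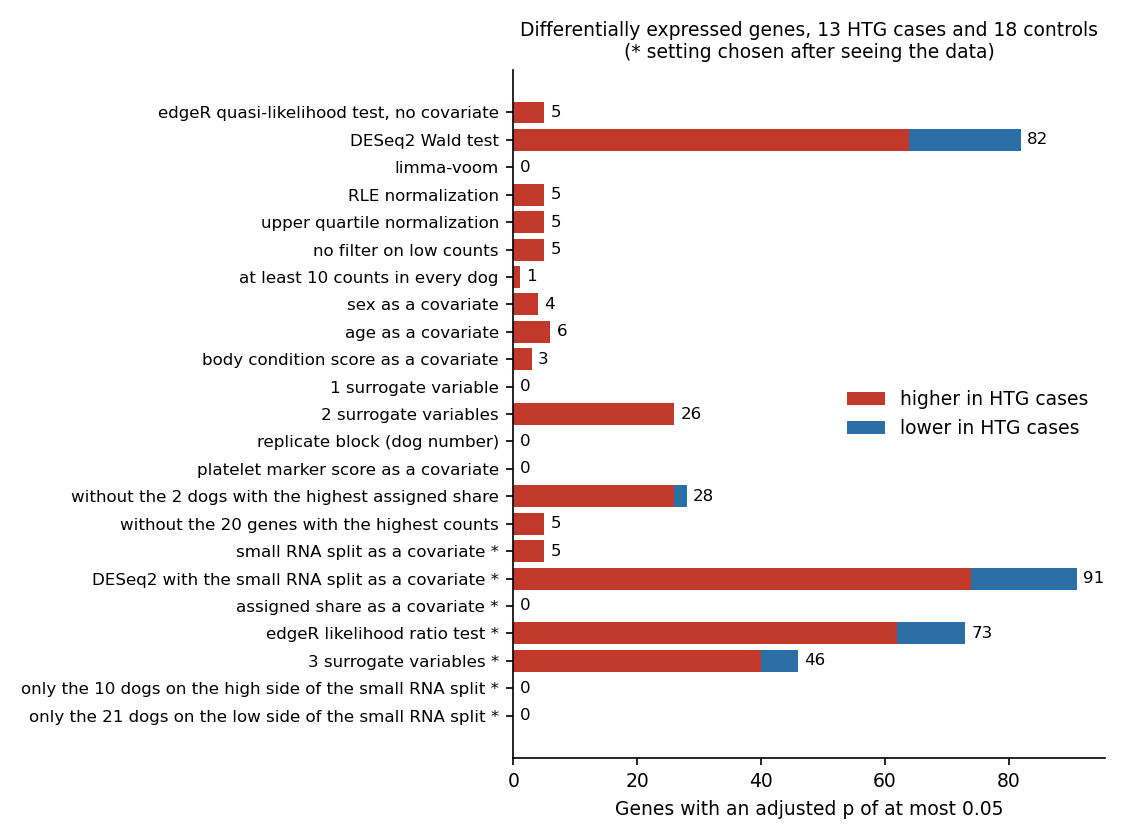
Number of genes with an adjusted P-value of at most 0.05 between 13 cases and 18 controls, or among the dogs named, in each comparison, with genes higher in the cases in red and genes lower in blue. The edgeR test without a covariate gave 5 genes and DESeq2 without a covariate gave 82; the settings marked with an asterisk were chosen after seeing the data.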

After adjustment for multiple testing, there were 110 genes that were differentially expressed between case and control groups (S2 Table in S1 File). Hierarchical clustering of differentially expressed gene (DEG) counts revealed a clear pattern of expression in case vs. control groups (Fig 2). 

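Of the 110 genes of S2 Table, 88 were found in the table of counts by their symbol, 74 of them listed there as higher and 14 as lower in the cases. Each gene's variance stabilized counts were turned into z-scores over the 31 dogs. The mean z-score of the 74 genes was 0.65 ± 0.60 in the cases (SD, n = 13) and −0.47 ± 0.47 in the controls (SD, n = 18), and it was above 0 in 12 of the 13 cases and 4 of the 18 controls. The case below 0 was case_12, with a mean z-score of −0.39. The controls above 0 were control_02, control_03, control_13 and control_18, with mean z-scores of 0.21, 0.19, 0.12 and 0.04, respectively. Because these genes were selected by the paper as different between these dogs, the separation was not tested.

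**Figure D2:**
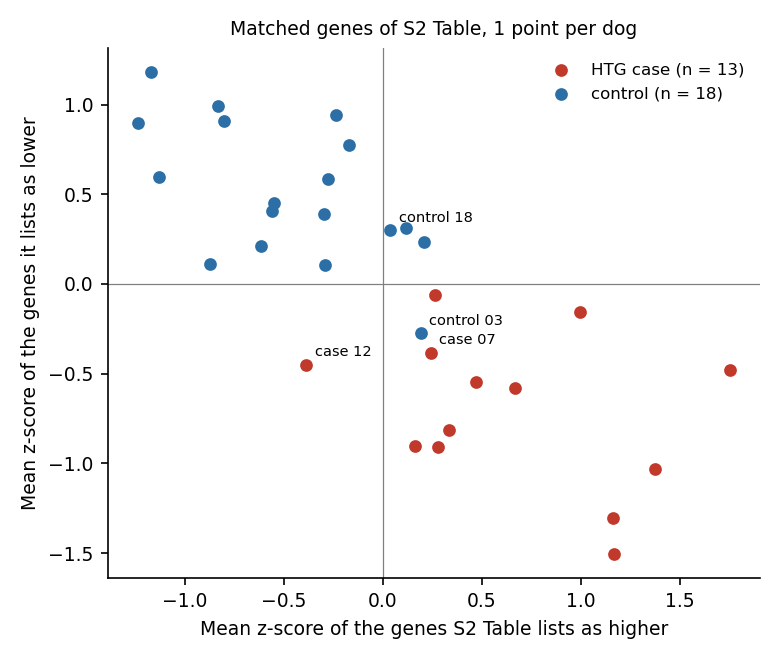
Mean z-score of the variance stabilized counts of the 74 genes that S2 Table lists as higher (horizontal axis) and the 14 it lists as lower (vertical axis), with 1 point for each of 13 cases (red) and 18 controls (blue). Of the cases, 12 lie above 0 on the horizontal axis, and of the controls, 4 do.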

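Hierarchical clustering of the z-scores of the 88 matched genes, with Euclidean distance and complete linkage, parted the dogs at the top of the tree into a branch of 5 cases and 0 controls and a branch of 8 cases and 18 controls. The 5 cases that stood apart were case_01, case_04, case_05, case_06 and case_09, so that 8 dogs, all of them cases, lay outside the branch of their group. Average linkage, and normalized counts without a log, changed this number most, to 12 dogs, with case_09 alone in a branch of its own. With Ward linkage 5 dogs lay outside the branch of their group, namely case_12, control_02, control_03, control_13 and control_18. With 1 minus Pearson's r as the distance there were also 5, namely case_03, case_12, control_02, control_03 and control_13.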

Generally, cases and controls clustered in their groups with three exceptions: case_07 and case_12 clustered with controls, and control_18 clustered with cases. The top ten DEGs are listed in Table 2 and plotted in S1 Fig in S1 File. All ten genes were expressed more highly in cases than in controls. 

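Of the 10 genes of Table 2, 8 were tested in the edgeR comparison, and all 8 were higher in the cases, 4 of them with an adjusted P-value of at most 0.05. SLPI lay under the filter on low counts, and SHANK3 was not analysed here. Among all genes tested, 6 of the 8 were among the 10 with the smallest P-values. ST6GALNAC4 (ENSCAFG00000020101) had 92.9 ± 24.2 CPM in the cases (SD, n = 13) and 57.4 ± 18.1 CPM in the controls (SD, n = 18), and 13 of 13 cases lay above the median of the controls. Its log2 fold change was 0.70 (standard error 0.15, adjusted P = 0.0741 in the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). STON2 (ENSCAFG00000017308) had 111 ± 33.7 CPM in the cases (SD, n = 13) and 68.7 ± 19.2 CPM in the controls (SD, n = 18), with a log2 fold change of 0.70 (standard error 0.15, adjusted P = 0.0741 in the same edgeR test), and 13 of 13 cases lay above the median of the controls. With DESeq2, which had all 9 genes of Table 2 found in the counts under the threshold, the adjusted P-value of both genes was 0.00947. All 8 genes were higher in the cases on both sides of the split by small RNA counts, where the log2 fold change was 0.61 on the high side and 0.66 on the low side for ST6GALNAC4 and 0.65 on either side for STON2. The paper selected these genes on the same dogs, so that their direction here is not an independent check.

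**Figure D3:**
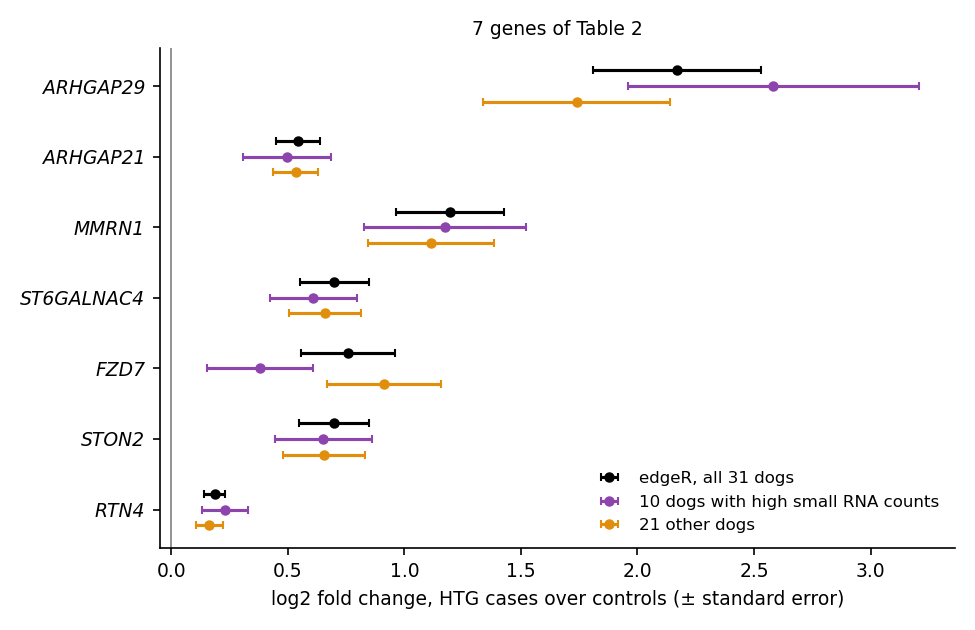
Log2 fold changes, cases over controls, of 7 genes of Table 2 tested with edgeR, in all 31 dogs (black), in the 10 dogs with high small RNA counts (purple) and in the 21 other dogs (orange), with bars of 1 standard error. All 7 genes lie above 0 in each of the 3 sets of dogs.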

Confirmatory RT-qPCR for the top two genes validated differential expression for *ARHGAP29* (P = 2.6E-04, relative fold expression = 4.5) and *SERPINE1* (P = 4.5E-04, relative fold expression = 4.34), S2 Fig in S1 File.

**Fig 1:**
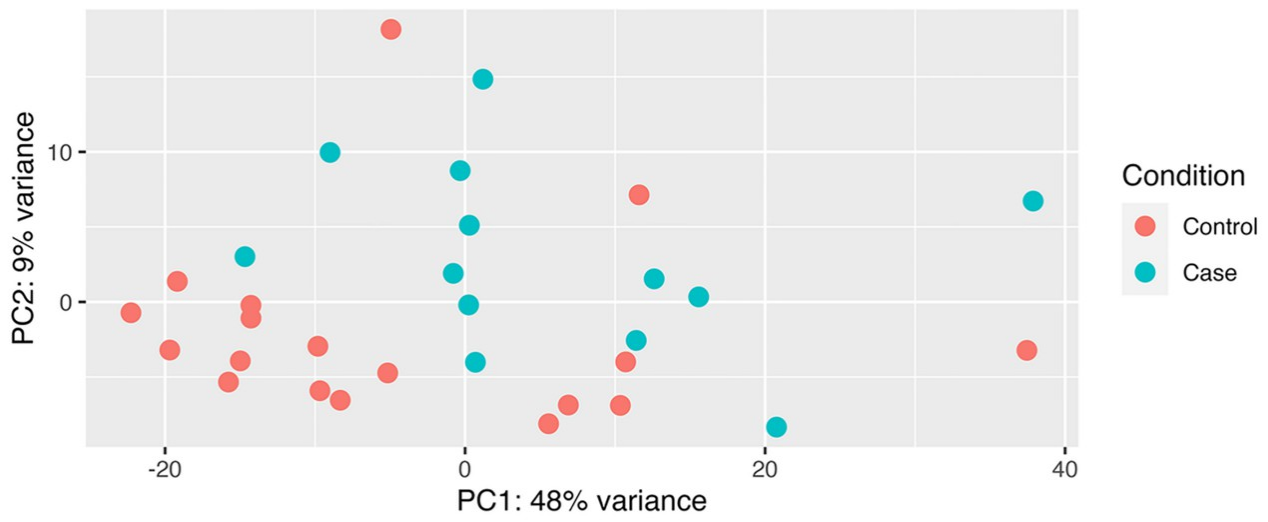
PCA plot of RNA-seq data from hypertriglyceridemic case and normotriglyceridemic control Miniature Schnauzer dogs.

**Fig 2:**
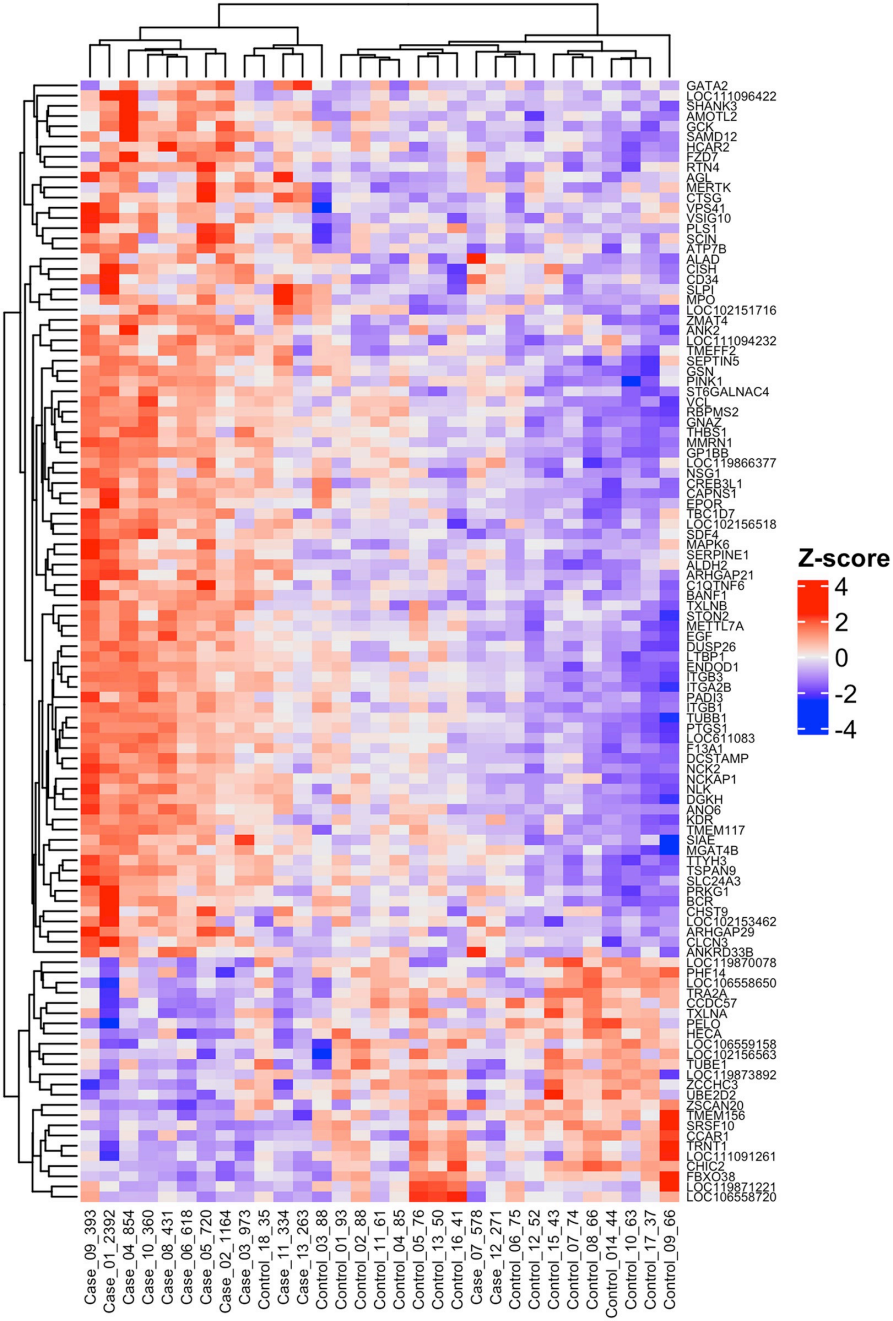
Hierarchical clustering of 110 differentially expressed genes in Miniature Schnauzers with and without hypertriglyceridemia. Individual dogs are labeled DogID_TriglycerideConcentration (mg/dL).

**Table 2:** Top 10 differentially expressed genes from DESeq2 analysis of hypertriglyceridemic case and normotriglyceridemic control Miniature Schnauzer dogs.

Gene	baseMean	log2FoldChange	lfcSE	Statistic	P-value	P_adj_
*ARHGAP29*	73.3	2.02	0.34	5.90	3.69E-09	5.20E-05
*SERPINE1*	31.9	2.42	0.45	5.34	9.19E-08	4.40E-04
*ARHGAP21*	569.9	0.51	0.10	5.29	1.24E-07	4.40E-04
*SHANK3*	126.3	1.60	0.30	5.29	1.25E-07	4.40E-04
*MMRN1*	606.5	1.14	0.22	5.14	2.75E-07	7.77E-04
*ST6GALNAC4*	1524.7	0.65	0.13	5.06	4.13E-07	9.71E-04
*FZD7*	40.5	1.21	0.24	4.99	5.94E-07	1.20E-03
*STON2*	3905.2	0.66	0.14	4.78	1.73E-06	2.75E-03
*RTN4*	1690.7	0.21	0.04	4.78	1.76E-06	2.75E-03
*SLPI*	17.5	1.91	0.41	4.64	3.46E-06	4.88E-03

^a^baseMean = mean of normalized counts for all samples; lfcSE = standard error of log2 fold change; Statistic = Wald test statistic; P-value = Wald test P-value; P_adj_ = Benjamini-Hochberg adjusted P-values.

Enrichr analysis of Reactome pathways revealed a significant enrichment of 9 biological pathways with the top 4 related to platelet function and activation (S3 Table in S1 File). 

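The platelet and hemostasis pathways of S3 Table and S4 Table list 15 genes between them, and all 15 were tested and were higher in the cases. Each of the 15 had an unadjusted P-value under 0.05, and 2 of them, with MMRN1 among these, had an adjusted P-value of at most 0.05 in the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment. The adjusted P-values of the others reached 0.26, that of MERTK. In DESeq2, 8 of the 15 genes had an adjusted P-value of at most 0.05. The log2 fold changes had a median of 0.76, and the smallest was 0.37, that of ITGB1 (standard error 0.11). On the high side of the split by small RNA counts 14 of the genes were tested and all 14 were higher in the cases, and on the low side all 15 were. Because the pathways were found among genes that the paper had selected on these dogs, the enrichment was not computed again. For the same reason the shared direction of these genes is not an independent check.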

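ITGB3 (ENSCAFG00000013735) had 1042 ± 378 CPM in the cases (SD, n = 13) and 622 ± 217 CPM in the controls (SD, n = 18), a log2 fold change of 0.75 (standard error 0.19, adjusted P = 0.107 in the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). ITGA2B (ENSCAFG00000014145) had 866 ± 311 CPM in the cases (SD, n = 13) and 512 ± 223 CPM in the controls (SD, n = 18), a log2 fold change of 0.76 (standard error 0.21, adjusted P = 0.162 in the same edgeR test). GP1BB (ENSCAFG00000029230), which only the BioPlanet pathways list, had a log2 fold change of 0.99 (standard error 0.25, adjusted P = 0.113 in the edgeR test), and THBS1 (ENSCAFG00000008704) had one of 0.77 (standard error 0.18, adjusted P = 0.0741 in the edgeR test). On the high and the low side of the split by small RNA counts, the log2 fold changes were 0.63 and 0.74 for ITGB3, 0.53 and 0.80 for ITGA2B, 0.76 and 1.01 for GP1BB, and 0.64 and 0.79 for THBS1. In each of these 4 genes at least 11 of the 13 cases lay above the median of the controls.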

Analysis with BioPlanet identified 3 top pathways related to platelets and highlighted 10 additional pathways (S4 Table in S1 File).

## Discussion

Through RNA sequencing of whole blood, this study identified genes that are up- or down-regulated in Miniature Schnauzer dogs with HTG relative to those with normal serum triglyceride concentrations. These DEGs and the biological pathways they participate in are consistent with ongoing platelet and endothelial activation and might provide direction on the underlying pathogenesis and consequences of HTG in the Miniature Schnauzer dog. 

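A platelet marker score was computed as the mean log2 CPM of 12 platelet genes that S2 Table does not list, each centred on its mean over the dogs. With this score as a covariate, the median log2 fold change of the 15 pathway genes was 0.22, all 15 remained higher in the cases, and 7 had an unadjusted P-value under 0.05. Since the score itself was higher in the cases, the covariate can take out part of a difference between the groups, whatever its source. It did not do so for every gene. While the median fell, the log2 fold change of MERTK went from 1.22 to 1.83.

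**Figure D4:**
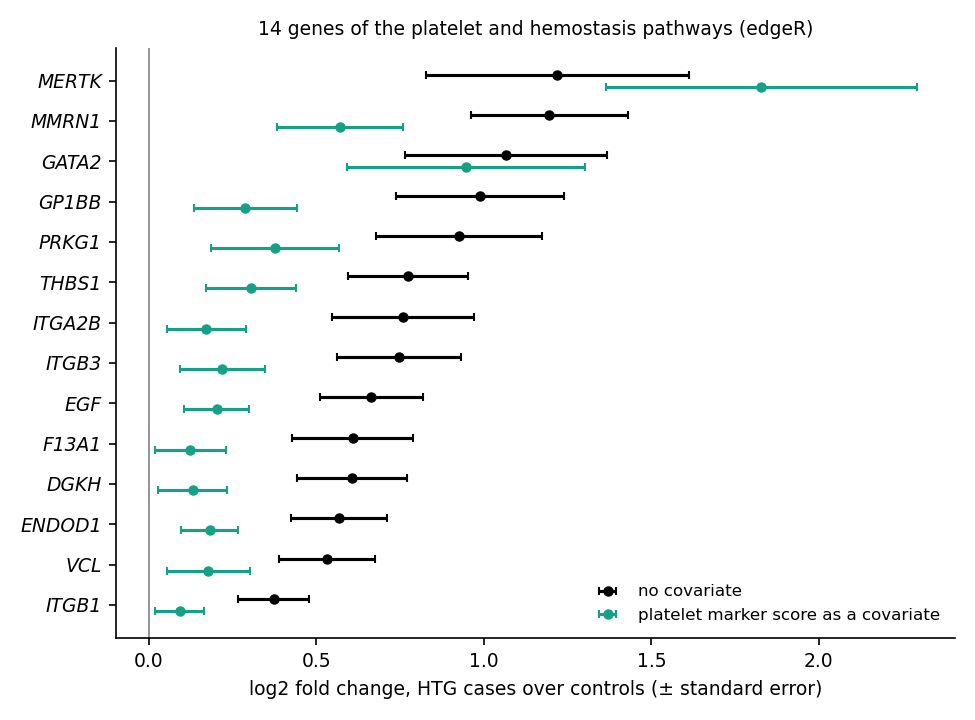
Log2 fold changes, cases over controls, of 14 of the 15 genes that S3 Table and S4 Table list for the platelet and hemostasis pathways, from edgeR without a covariate (black) and with the platelet marker score as a covariate (green), with bars of 1 standard error. The median over all 15 genes is 0.76 without the covariate and 0.22 with it.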

The top DEGs are also implicated in human HTG and metabolic syndrome patients, demonstrating potential of the dog as a spontaneous model to inform the understanding of these diseases in humans.

The top DEGs in this study are consistent with an ongoing pro-thrombotic endothelial activation process and biological attempts to regulate that process in dogs with HTG. Top Reactome and BioPlanet pathways involved platelet function and activation. The DEG with the largest fold change, *SERPINE1*, encodes plasminogen activator inhibitor 1 (PAI-1). This DEG showed a >5-fold increased expression in HTG cases compared to controls in the RNA-seq data, and >4-fold increased expression with confirmatory RT-qPCR. PAI-1 is the major physiological inhibitor of fibrinolysis and plays a role in multiple other biological processes including degradation of extracellular matrix, wound-healing, angiogenesis, and inflammation [20]. Elevated levels of PAI-1 create a pro-thrombotic state that has been linked to atherosclerosis and cardiovascular disease more generally [21]. The increased expression detected in the present study is likely a consequence of HTG. VLDL is capable of directly increasing levels of PAI-1 through a VLDL response element located in the promotor region of the *SERPINE1* gene [22, 23], supporting a pro-thrombotic state. Dogs that are hyperlipidemic or dyslipidemic secondary to diabetes mellitus or hypercortisolism also have increased plasma PAI-1 activity [24]. PAI-1 additionally maintains activation of the RhoA/Rho kinase (ROCK) signaling pathway [25]. RhoA/ROCK activation contributes to cytoskeletal rearrangements of endothelial cells and platelets and can thereby result in dysregulation of vascular tone and platelet aggregation [26, 27].

Whether or not increased *SERPINE1* expression effectively increases risk for thrombosis in dogs with HTG is difficult to predict, as these dogs also had increased expression of genes that might protect against thrombosis. 

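ARHGAP29 (ENSCAFG00000020116) had the smallest P-value of all genes tested. It had between 6 and 313 counts in the cases, with a median of 92, and between 5 and 83 counts in the controls, with a median of 26.5, or 5.96 ± 5.09 CPM (SD, n = 13) and 1.32 ± 0.77 CPM (SD, n = 18). Its log2 fold change was 2.17 (standard error 0.36, adjusted P = 0.0126 in the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment), and 12 of 13 cases lay above the median of the controls. ARHGAP21 (ENSCAFG00000004249), with 35.3 ± 8.37 CPM in the cases (SD, n = 13) and 24.3 ± 3.35 CPM in the controls (SD, n = 18), had a log2 fold change of 0.54 (standard error 0.10, adjusted P = 0.0196 in the same edgeR test), and 12 of 13 cases lay above the median of the controls. Within the 10 dogs with high small RNA counts and the other 21, the log2 fold change was 2.58 (standard error 0.62) and 1.74 (standard error 0.40) for ARHGAP29, and 0.50 (standard error 0.19) and 0.53 (standard error 0.10) for ARHGAP21. Among the alternatives set in advance, ARHGAP29 kept an adjusted P-value of at most 0.05 in 10 of 14, and ARHGAP21 in 11 of 15. With the platelet marker score as a covariate, the log2 fold change was 1.49 for ARHGAP29 and 0.36 for ARHGAP21, and neither kept such a P-value.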

The top DEG in this study, *ARHGAP29*, and the third DEG, *ARHGAP21*, encode Rho GTP-ase activating proteins 29 and 21, respectively. These proteins are both inhibitors of the RhoA/ROCK pathway. *ARHGAP29* interacts with Rasip-1 protein to control endothelial barrier function, inhibiting Rho-mediated stress fiber formation and tightening cell-cell junctions [28]. In addition to impacts on endothelial barrier function, *ARHGAP21* shows anti-thrombin activity. *ARHGAP21* is upregulated during megakaryocytic differentiation, and *ARHGAP21-*deficient mice show enhanced hemostasis due to increased platelet size and aggregation [29]. 

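RHOA (ENSCAFG00000023066) had between 2295 and 13588 counts in each dog. It was at 287 ± 28.3 CPM in the cases (SD, n = 13) and 285 ± 34.7 CPM in the controls (SD, n = 18). The log2 fold change was 0.01 (standard error 0.06, adjusted P = 0.973 in the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). On both sides of the split by small RNA counts it was 0.03. Over the 15 alternatives set in advance its log2 fold change lay between −0.03 and 0.06, and its adjusted P-value between 0.905 and 0.996.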

RhoA was detected in our data, but its expression was not significantly different between groups. However, the present study design cannot determine whether the RhoA/ROCK pathway has overall increased, decreased, or unchanged activation in dogs with HTG, as this is affected by post-transcriptional regulation (e.g., phosphorylation) [30].

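MMRN1 (ENSCAFG00000009884) had 42.5 ± 21.0 CPM in the cases (SD, n = 13) and 18.6 ± 9.23 CPM in the controls (SD, n = 18), and 13 of 13 cases lay above the median of the controls. Its log2 fold change was 1.20 (standard error 0.23, adjusted P = 0.0371 in the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). With the platelet marker score as a covariate this fell to 0.57, with an unadjusted P = 0.00473 in the edgeR test. FZD7 (ENSCAFG00000012407) had 4.30 ± 1.70 CPM in the cases (SD, n = 13) and 2.55 ± 1.01 CPM in the controls (SD, n = 18), and 11 of 13 cases lay above the median of the controls. Its log2 fold change was 0.76 (standard error 0.20, adjusted P = 0.126 in the same edgeR test), and by P-value it ranked 80 among all genes tested. Of the 15 alternatives set in advance, FZD7 passed the threshold only in DESeq2, with an adjusted P = 0.0484. It also passed in DESeq2 with the split by small RNA counts as a covariate, chosen after seeing the data (adjusted P = 0.0308). On the high and the low side of the split by small RNA counts the log2 fold change was 1.17 (standard error 0.35) and 1.11 (standard error 0.27) for MMRN1, and 0.38 (standard error 0.23) and 0.91 (standard error 0.25) for FZD7.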

Other top HTG-associated DEGs in this study have a role in endothelial activation. *SHANK3* (SH3 and multiple ankyrin repeat domains 3) is a scaffolding protein most known for its role in the proper development and function of synapses in the central nervous system. However, it is also expressed in endothelial cells [31] and may play a role in the endothelial activation process indirectly through its interaction with the β-catenin signaling pathway [32]. *MMRN1* (multimerin-1) is found in both platelets and endothelial cells and supports platelet adhesion through fibrillar collagen binding [33]. *FZD7* (frizzled-7) is expressed on the surface of endothelial cells and mediates Wnt/β-catenin signaling, controlling vascular permeability and activating endothelial cell signaling through the disheveled (Dvl) pathway [34, 35]. 

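RTN4 (ENSCAFG00000002771) had 59.5 ± 3.81 CPM in the cases (SD, n = 13) and 52.4 ± 4.26 CPM in the controls (SD, n = 18), and 13 of 13 cases lay above the median of the controls. The log2 fold change was 0.19 (standard error 0.05, adjusted P = 0.100 in the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). Within the high side of the split by small RNA counts it was 0.23 (standard error 0.10), and within the low side 0.16 (standard error 0.06). RTN4 passed the threshold in DESeq2 (adjusted P = 0.0276) and in none of the other 14 alternatives set in advance. It also passed in DESeq2 with the split by small RNA counts as a covariate, chosen after seeing the data (adjusted P = 0.0308). With the platelet marker score as a covariate in edgeR, its log2 fold change was 0.18 (unadjusted P = 0.00161).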

*RTN4* (Reticulon 4) encodes Nogo-B protein, which may be protective from the formation and progression of atherosclerotic plaques [36]. *SLP1* (secretory leukocyte peptidase inhibitor) is a serine protease inhibitor with anti-inflammatory, tissue-protective effects that has been investigated as a potential gene therapy target for atheroma treatment [37].

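SLPI (ENSCAFG00000028626) had between 3 and 82 counts in the cases, with a median of 22, and between 0 and 19 counts in the controls, with a median of 6.5. These counts lay under edgeR's filter, so that over all 31 dogs SLPI was tested in edgeR only in a comparison of all genes with a count in any dog. Its log2 fold change there was 1.88 (standard error 0.42, adjusted P = 0.0950 in the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment), and 11 of 13 cases lay above the median of the controls. In DESeq2 the adjusted P-value of SLPI was 0.00601. Within the 10 dogs with high small RNA counts, where SLPI passed the filter, its log2 fold change in edgeR was 1.25 (standard error 0.65), and within the other 21 dogs it was not tested.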

Several of the top DEGs are also implicated in metabolic syndrome or its features. The three top HTG-associated Reactome pathways identified here are enriched in metabolic syndrome and non-alcoholic fatty liver disease (NAFLD) in humans [38], and PAI-1 is a biomarker for metabolic syndrome [39]. It has long been recognized that PAI-1 levels are highly correlated with obesity, triglyceride concentrations, insulin resistance, and obesity-related lipid abnormalities [40, 41], though it had been unclear whether this is a cause or a consequence of metabolic syndrome [39]. A recent investigation suggests PAI-1 is directly involved in the development of diet-induced hyperlipidemia and hepatic steatosis through regulation of *PCSK9* (proprotein convertase subtilisin/kexin type 9), an important regulator of lipid metabolism in the liver [42]. *PCSK9* expression was not detected in our samples, likely due to the sample type (peripheral blood rather than liver). Patients with metabolic syndrome show higher RhoA/ROCK activity [43], which again might be a consequence of increased PAI-1. As discussed above, the overexpression of *ARHGAP29* and *ARHGAP21* may be compensatory to prevent excessive RhoA/ROCK activity, but there are potentially deleterious effects that their enhanced expression could have in dogs with HTG. Specifically, *ARHGAP21* expression is permissive to the development of diet-induced decreases in insulin sensitivity [44]. Increased serum insulin and homeostasis model assessment scores occur in Miniature Schnauzers with HTG [45], though they were not measured in the dogs in the present study. This data suggests that the Miniature Schnauzer might serve as a model for investigating the interplay between HTG, PAI-1, the RhoA/ROCK pathway, and insulin resistance.

The sample used for this study has several limitations including lack of age- and sex-matching between case and control groups, restriction to a single breed, and a small sample size. Though statistically significant differences were not detected in age or sex between groups, there were slight imbalances present. 

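The mean age in Table 1 was 10.2 ± 1.57 years in the cases (SD, n = 13) and 9.44 ± 1.38 years in the controls (SD, n = 18), a difference of 0.709 years (two-sided permutation test, P = 0.225). Adding sex to the edgeR comparison as a covariate left 4 genes with an adjusted P-value of at most 0.05, with ARHGAP29, ARHGAP21 and CHST9 among them. With age as a covariate there were 6, the 5 genes of the comparison without a covariate and ST6GALNAC4. Whether the difference between cases and controls depended on sex was tested with an interaction term in edgeR. This gave 0 genes with an adjusted P-value of at most 0.05 among 13918 tested, and 547 genes, or 3.93%, with an unadjusted P-value under 0.05.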

Both age and sex can affect gene expression in dogs [46, 47]. All dogs in this study were Miniature Schnauzers, which is advantageous for discovery research but may limit the generalizability of these findings to other dog breeds or species. There is a range of lipoprotein profiles observed in Miniature Schnauzers with HTG [13, 48]. While reduced VLDL clearance due to decreased LPL activity is likely a contributing mechanism [14], additional mechanisms likely exist that further decrease triglyceride clearance or increase their production. Therefore, the present study might not have captured the full spectrum of HTG mechanisms and phenotypes within Miniature Schnauzers.

When interpreting results, it is important to consider the use of blood for RNA-seq. Many of the major genes implicated in HTG pathogenesis, such as LPL, hepatic lipase, and multiple lipoproteins, are primarily expressed in other tissues such as adipose, liver, or intestines [49]. 

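LPL (ENSCAFG00000010161) had between 0 and 13 counts in the cases and between 0 and 25 counts in the controls, with a median of 6 over all dogs. LIPC (ENSCAFG00000016560), the gene of hepatic lipase, had a median of 1 count over all dogs and 0 counts in 15 of the 31 dogs. Both lay under edgeR's filter on low counts. In the comparison without that filter the log2 fold change of LPL was 0.10 (standard error 0.50, adjusted P = 0.951 in the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment) and that of LIPC was −2.26 (standard error 0.90, unadjusted P = 0.0136, adjusted P = 0.295 in the same edgeR test).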

Performing RNA-seq of these other relevant tissues could provide valuable additional insight into underlying pathways involved in HTG in Miniature Schnauzers. A limitation of RNA-seq in general is that it cannot discern underlying mechanism from physiological response. Further, cell concentrations can change in response to environmental stimuli, such as exercise or diet [50, 51]. Though all animals were fasted before blood collection and were recruited through a single study site, the dogs were client owned, and the study did not standardize diet, exercise, or living conditions. Median dietary fat and body condition score were similar between groups, but there might have been other dietary or environmental differences between dogs that confounded results. In humans, consumption of a low-glycemic-index diet and an athletic lifestyle are associated with lower PAI-1 concentrations [52, 53]. Validation in a larger, independent sample is needed.

Existing animal models for studying hyperlipidemic disorders are either induced through single gene manipulations or substantial alterations to a standard diet [54]. These experimental conditions are unlikely to capture all biological processes that contribute to pathogenesis of HTG. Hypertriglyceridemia is exceedingly common in Miniature Schnauzers. Because these animals are pets, there is interest from owners and veterinarians to identify the cause of the disorder, recognize its complications, and develop treatments. Recognition of pet dogs as valuable models for human complex genetic disorders has increased dramatically over the past decade, with multiple consortium efforts to gather environmental and multi-omic data for research currently underway [55–57]. The results of this investigation of the blood transcriptome support the Miniature Schnauzer with HTG as a spontaneous animal model with features similar to humans with HTG and metabolic syndrome. Opportunities for future work in this model include detailed epidemiological investigations, genomic studies, lipidomic analysis, and clinical trials of dietary or pharmacological interventions. Discoveries made in the spontaneous canine model of HTG could then be translated to advance human health.

## Materials and methods

All procedures were performed with approval from the University of Minnesota Institutional Animal Care and Use Committee (protocols #1207A17243 and #1509-33019A). This study is reported in accordance with ARRIVE guidelines. Purebred Miniature Schnauzer dogs were recruited through the University of Minnesota Veterinary Medical Center between March of 2015 and March of 2019. Owner written informed consent was obtained for each dog prior to participation in the study. Owners were requested to withhold food from dogs for 12–18 hours before the scheduled study appointment time. Blood was collected from the jugular vein on awake animals under minimal physical restraint, in accordance with IACUC guidelines. Blood samples were collected for serum biochemistry, endocrine testing, and RNA-seq. Samples for RNA-seq were collected using Tempus blood RNA tubes (ThermoFisher Scientific, Wilmington, DE). Serum biochemistry, including serum triglyceride and cholesterol concentrations, was measured using an AU480 chemistry analyzer (Beckman Coulter Diagnostics, Brea, CA).

Recruitment criteria for the dogs included in this study has been reported previously [58]. All recruited dogs were greater than 7 years of age. Dogs with fasting serum triglyceride concentrations >250 mg/dL were classified as HTG cases [11]. Dogs with fasting serum triglyceride concentration ≤108 mg/dL were classified as controls [9]. Dogs with triglyceride concentrations of 109–250 mg/dL were not included in this study. Dogs were also not included if they had a history or clinical suspicion of an endocrinopathy or were taking medications known to alter lipid levels (e.g., glucocorticoids, phenobarbital, potassium bromide, fibrates, or statins). All HTG cases were screened for disorders that are potential secondary causes of hyperlipidemia, including diabetes mellitus (fasting serum blood glucose concentration), hypothyroidism (serum total thyroxine concentration), hypercortisolism (low dose dexamethasone suppression test or urine cortisol-to-creatinine ratio), and kidney disease (serum creatinine and blood urea nitrogen). Dogs with proteinuria but without azotemia or hypoalbuminemia were permitted, as this is a suspected consequence of HTG in the breed [58]. Information on the primary diet(s) fed was collected and used to calculate dietary fat on a g/100 kcal basis. Dogs were all examined by one of the authors (E.F.) prior to having knowledge of HTG status and were given a body condition score on an ordinal scale of 1–9 (1 = emaciated, 9 = obese). Sex (male versus female) proportions were compared between case and control groups using a Fisher’s exact test. Age and dietary fat were compared between case and control groups with Student’s t-tests. Body condition score was compared between groups with a Wilcoxon rank-sum test. Statistical tests were run in R software (R version 4.2.2., www.r-project.org) [59].

Peripheral blood RNA was extracted using the Tempus Spin RNA Isolation Reagent Kit (ThermoFisher Scientific, Wilmington, DE). Quantity and quality of RNA was determined using the Nanodrop 8000 (ThermoFisher Scientific, Wilmington, DE), RiboGreen (Life Technologies, Carlsbad, CA), and the 2100 BioAnalyzer (Agilent, Santa Clara, CA). After quality control, samples underwent library preparation using the SMARTer Stranded Total RNA-Seq Kit v2, Pico Input Mammalian (Takar Bio, Mountain View, CA). This kit removes ribosomal RNA. RNA sequencing was performed using the NovaSeq 6000 S4 flow cell which produced 2 x 150bp paired end reads (Illumina, San Diego, Ca) at a targeted depth of 50 million reads per sample. RNA-Seq data was processed using PURR, a pipeline housed within the Collection of Hierarchical UMII-RIS Pipelines (CHURP) at the University of Minnesota [60]. CHURP analysis is provided as part of the RNA-Seq package run through the University of Minnesota Genomics Center. Raw reads were summarized using FastQC [61] and trimmed to remove low quality sequences using Trimmomatic [62].

Reads were aligned to the Dog10K_Boxer_Tasha/canFam6 canine reference genome assembly using HISAT2 [63]. Alignments were cleaned and name-sorted by feature. Features were only counted if both mates of a read pair mapped. Ten samples (5 cases and 5 controls) had previously undergone extraction and library preparation for a pilot analysis. Though these libraries were re-sequenced with the remaining new samples to avoid batch effects, a batch effect was still identifiable on a PCA plot. 

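The mean log2 CPM over the 349 small RNA rows was 2.04 ± 0.28 (SD, n = 10) on the high side and 1.07 ± 0.23 (SD, n = 21) on the low side. The high side held case_05, case_06, case_07, case_09, case_13, control_02, control_03, control_13, control_14 and control_15. On the second component the mean score was −10.9 ± 5.87 (SD, n = 10) on the high side and 5.17 ± 3.60 (SD, n = 21) on the low side, and the 10 dogs on the high side had the 10 lowest scores. A permutation test of this separation is circular and its P-value is not given, because 68 of the 500 genes behind the component are small RNA rows, from which the split was made. With the small RNA rows left out, a setting chosen after seeing the data, the second component held 7.69% of the variance, and 6 of the 10 dogs at one end of it were on the high side. Among the 13569 tested genes outside the small RNA rows, 41 had ranges that did not overlap between the sides, against 0 in each of 99 random splits of the same sizes. The sample labels do not give the dogs of the pilot, and the split is not taken as their list.

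**Figure D5:**
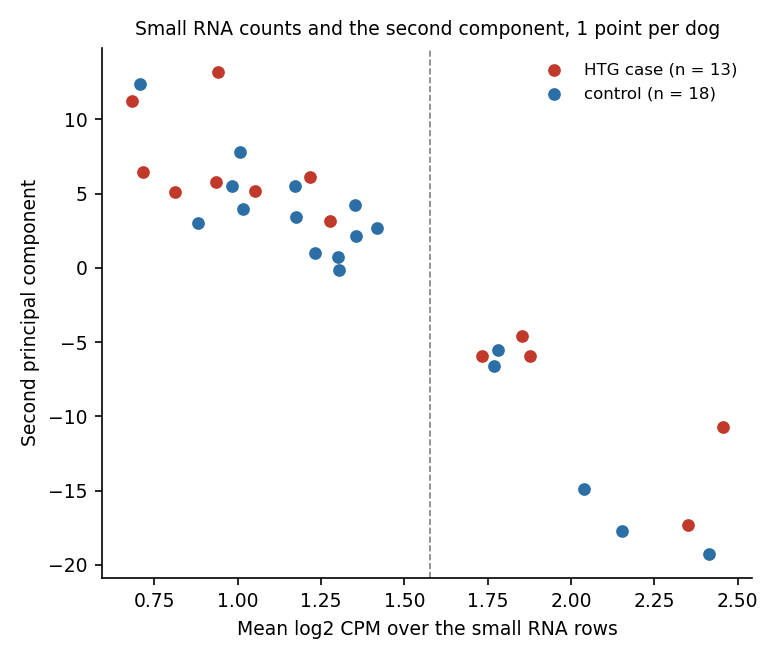
Mean log2 CPM over the 349 small RNA rows (horizontal axis) and score on the second principal component of the 500 most variable genes (vertical axis), with 1 point for each of 13 cases (red) and 18 controls (blue). The dashed line separates the 10 dogs of the high side, which have the 10 lowest scores, from the other 21.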

To correct for this, batch was included as a covariate in subsequent analyses. 

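DESeq2 was run with the split by small RNA counts as a covariate, a setting chosen after seeing the data. It gave 91 genes with an adjusted P-value of at most 0.05, 74 higher and 17 lower in the cases, of which 60 are listed in S2 Table. Of these genes, 76 had also passed the threshold in DESeq2 without the covariate. All 9 genes of Table 2 found in the counts were among them, with a log2 fold change of 2.03 for ARHGAP29 (adjusted P = 5.25e-05 in DESeq2 with Benjamini-Hochberg adjustment). Over the genes of S2 Table found by symbol, the DESeq2 log2 fold changes came closer to the paper's with the covariate. Their median absolute difference from the paper's was 0.0336 without it and 0.00876 with it. The labels still do not name the dogs of the pilot. In edgeR the same covariate gave 5 genes, 4 of which were among the 5 without it. A term for the interaction of group and split in edgeR gave 0 genes with an adjusted P-value of at most 0.05, and 605 with an unadjusted P-value under 0.05.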

Raw read counts were used to perform differential expression analysis using the DESeq2 software package implemented in R [64]. Raw p-values were corrected for multiple testing using the Benjamini-Hochberg procedure, the default correction used by DESeq2 software, and statistical significance was defined as P_adj_ ≤ 0.05. Data visualization was performed using the plotPCA() function in DESeq2 and ComplexHeatmap package version 2.4.3 implemented in R [65] with hierarchical clustering turned on. Prior to final data visualization, batch effect was removed from the data using the removeBatchEffect() function implemented in ‘limma’ R package version 3.19 [66].

Because our conclusions are based on a handful of differentially expressed genes representing pro- and anti-thrombotic processes, we chose to perform RT-qPCR to confirm that the expression differences observed among the top two DEGs were reproducible. iScript Reverse Transcription Supermix was used for cDNA synthesis from 500 ng of total RNA following packages instructions (Bio-Rad Laboratories, Hercules, CA). Previously RT-qPCR validated genes (*GUSB* and *HNRNPH1* [67]), and corresponding published primers were selected as housekeeping genes. Exon spanning primers for *SERPINE1* and *AGHGAP29* were designed in Primer3Plus [68] (S5 Table in S1 File). Primers were optimized for Tm, and all reactions for a given sample were run in triplicate utilizing iTaq Universal SYBR Green Supermix according to package instructions (Bio-Rad Laboratories, Hercules, CA) with an annealing temperature of 61C on the Bio-Rad CFX96 Touch Real-Time PCR Detection System. Amplification efficiency from standard curves was between 106.2–129.8% as calculated by CFX Maestro. The 2^-(ΔΔCq) method was used to calculate relative fold expression between cases and controls. Significance of observed expression differences was determined using a Welch 2-sample T-test of ΔCq values performed in R.

To identify biological pathways that may be altered in the HTG disease state, pathway analysis of differentially expressed genes was performed using Enrichr [69–71]. Reported results are from the Reactome [72] and BioPlanet [73] databases. Reactome was chosen because it is a curated and peer-reviewed pathway database that is actively maintained, with the most recent update in 2022. BioPlanet is curated and maintained by scientists at the NIH National Center for Advancing Translational Sciences. It includes manually curated pathways and incorporates data from multiple pathway resources, including but not limited to Reactome, KEGG, BioCarta, and NCI-Nature; its most recent update was in 2019. Both databases were used to provide a comprehensive assessment of pathways that may be represented among differentially expressed genes. Due to the large number of pathways that were identified, we imposed a P_adj_<0.01 cutoff for statistical significance.

## Supporting information

S1 File

# Supplementary material for: Whole blood gene expression analysis of spontaneous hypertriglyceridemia in dogs suggests an underlying pro-thrombotic process
**Source:** PLoS One. 2024 Nov 12;19(11):e0313343. doi: 10.1371/journal.pone.0313343
**Supplement:** S1 File

| **HTG_ID** | **Trimmed Reads** | **2xReads** | **Assigned** | **Unassigned (Ambiguity)** | **Total Mapped Reads** | **Primary%** | **Secondary%** |
| --- | --- | --- | --- | --- | --- | --- | --- |
| Case_01 | 66423995 | 132847990 | 32,444,717 | 83,166 | 47,062,714 | 0.69 | 0.002 |
| Case_02 | 57840336 | 115680672 | 26,151,505 | 70,634 | 43,399,783 | 0.60 | 0.002 |
| Case_03 | 59812888 | 119625776 | 27,946,274 | 63,281 | 47,657,119 | 0.59 | 0.001 |
| Case_04 | 67938968 | 135877936 | 28,578,753 | 90,967 | 54,204,952 | 0.53 | 0.002 |
| Case_05 | 67129125 | 134258250 | 27,976,646 | 113,367 | 52,808,703 | 0.53 | 0.002 |
| Case_06 | 53637599 | 107275198 | 23,842,026 | 90,584 | 39,777,066 | 0.60 | 0.002 |
| Case_07 | 58754773 | 117509546 | 25,193,543 | 102,746 | 42,726,990 | 0.59 | 0.002 |
| Case_08 | 64297820 | 128595640 | 27,939,144 | 84,952 | 46,371,387 | 0.60 | 0.002 |
| Case_09 | 52719160 | 105438320 | 23,095,099 | 83,509 | 39,233,093 | 0.59 | 0.002 |
| Case_10 | 65950185 | 131900370 | 32,185,581 | 90,391 | 53,457,804 | 0.60 | 0.002 |
| Case_11 | 52240219 | 104480438 | 23,422,544 | 59,519 | 43,478,828 | 0.54 | 0.001 |
| Case_12 | 94070029 | 188140058 | 41,799,066 | 127,430 | 76,735,983 | 0.54 | 0.002 |
| Case_13 | 56383668 | 112767336 | 24,334,597 | 83,084 | 43,924,418 | 0.55 | 0.002 |
| Control_01 | 49094687 | 98189374 | 21,785,523 | 52,932 | 38,949,969 | 0.56 | 0.001 |
| Control_02 | 55039988 | 110079976 | 23,036,928 | 82,228 | 42,611,262 | 0.54 | 0.002 |
| Control_03 | 52251068 | 104502136 | 24,536,864 | 97,792 | 33,912,450 | 0.72 | 0.003 |
| Control_04 | 105395044 | 210790088 | 44,516,660 | 122,136 | 89,578,156 | 0.50 | 0.001 |
| Control_05 | 62072040 | 124144080 | 27,380,361 | 68,576 | 50,788,088 | 0.54 | 0.001 |
| Control_06 | 103870010 | 207740020 | 46,536,103 | 175,717 | 86,209,804 | 0.54 | 0.002 |
| Control_07 | 57863273 | 115726546 | 23,495,920 | 55,869 | 48,196,637 | 0.49 | 0.001 |
| Control_08 | 52336813 | 104673626 | 20,737,614 | 50,817 | 43,048,566 | 0.48 | 0.001 |
| Control_09 | 55365716 | 110731432 | 24,921,876 | 63,519 | 47,610,427 | 0.52 | 0.001 |
| Control_10 | 64493673 | 128987346 | 26,673,450 | 75,976 | 52,975,105 | 0.50 | 0.001 |
| Control_11 | 85632823 | 171265646 | 36,286,592 | 103,532 | 71,571,498 | 0.51 | 0.001 |
| Control_12 | 53841269 | 107682538 | 25,414,733 | 59,884 | 42,565,447 | 0.60 | 0.001 |
| Control_13 | 58970880 | 117941760 | 25,214,105 | 75,460 | 45,965,813 | 0.55 | 0.002 |
| Control_14 | 51668574 | 103337148 | 21,543,591 | 72,021 | 39,142,286 | 0.55 | 0.002 |
| Control_15 | 53865665 | 107731330 | 22,330,148 | 70,078 | 42,927,847 | 0.52 | 0.002 |
| Control_16 | 59641508 | 119283016 | 25,330,473 | 81,403 | 46,952,733 | 0.54 | 0.002 |
| Control_17 | 56953137 | 113906274 | 23,823,069 | 60,353 | 46,124,133 | 0.52 | 0.001 |
| Control_18 | 54189210 | 108378420 | 24,019,778 | 55,168 | 44,334,879 | 0.54 | 0.001 |
| **Averages** | **62,894,972.35** | **125789945** | **27,499,783** | **82,809** | **49,816,256.13** | **0.56** | **0.002** |
|  |  |  |  |  | **%** | **55.71** | **0.168** |

**S1 Table. Individual alignment statistics from RNA sequencing**

Trimmed Reads = R1 and R2 readcount after trimming to remove low-quality sequences; 2xReads = Trimmed reads multiplied by 2; Assigned = reads assigned to a feature; Unassigned (Ambiguity) = multiply mapped reads; Total mapped reads = all reads mapped to a feature; Primary% = Assigned/Total reads mapped; Secondary%=Unassigned/Total reads mapped.

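In the paper's S1 Table, a trimmed read count is the number of read pairs left after trimming, which ranged from 49094687 to 105395044 per dog. The mapped reads ranged from 33912450 to 89578156 and the assigned reads from 20737614 to 46536103 per dog, and in every dog the mapped reads lay between the other 2 numbers. The paper's primary percentage is the assigned reads divided by the mapped reads. Recomputed from these columns, that percentage ranged from 48.2% to 72.4%. The number of genes with at least 1 count ranged from 15228 to 20054 per dog in the table of counts.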

**S2 Table. Genes that are differentially expressed between Miniature Schnauzer dogs with and without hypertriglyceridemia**

BaseMean= mean of normalized counts for all samples. lfcSE= standard error of log 2 fold change. 

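The symbols of S2 Table appear to come from another gene annotation than the Ensembl identifiers of the table of counts. Of its 110 genes, 86 are listed as higher and 24 as lower in the cases, and 22 found no row of the same symbol, 15 of them because S2 Table gives a LOC number. Of the 88 genes that did, 87 passed edgeR's filter on low counts, and all 87 changed in the direction S2 Table gives, 73 higher and 14 lower in the cases. Within the split by small RNA counts, 83 of 84 genes tested on the high side and 87 of 87 on the low side changed in that direction. Of these 87 genes, 86 had an unadjusted P-value under 0.05. With Benjamini-Hochberg adjustment over the list alone 86 had an adjusted P-value of at most 0.05 in the edgeR quasi-likelihood test, and over all genes tested 5 did, with 23 at an adjusted P-value of at most 0.1. The list is the paper's own selection on these dogs. The counts of genes in its direction, within the split too, are therefore no test of its stability. Nor is the number adjusted over the list alone. Across these genes, which are not independent replicates, the log2 fold changes had a Pearson's r of 0.979 with those of S2 Table. Both sets of fold changes come from the same dogs, so that this r is no test of stability either.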

Stat= Wald test statistic, Pvalue=Wald test P-value; padj= Benjamini-Hochberg adjusted p-values.

**S3 Table. Reactome Pathways identified through EnrichR analysis**

| **Term** | **Overlap** | **P-value** | **Adjusted P-value** | **Odds Ratio** | **Combined Score** | **Genes** |
| --- | --- | --- | --- | --- | --- | --- |
| Platelet Degranulation R-HSA-114608 | 9/125 | 2.97E-08 | 7.40E-06 | 15.19 | 263.27 | MMRN1;EGF;ITGB3;SERPINE1;ITGA2B;  ENDOD1;F13A1;THBS1;VCL |
| Response To Elevated Platelet Cytosolic Ca2+ R-HSA-76005 | 9/130 | 4.18E-08 | 7.40E-06 | 14.56 | 247.35 | MMRN1;EGF;ITGB3;SERPINE1;ITGA2B;  ENDOD1;F13A1;THBS1;VCL |
| Platelet Activation, Signaling And Aggregation R-HSA-76002 | 10/254 | 1.41E-06 | 1.66E-04 | 8.05 | 108.48 | MMRN1;EGF;ITGB3;SERPINE1;ITGA2B;  ENDOD1;F13A1;THBS1;VCL;DGKH |
| Hemostasis R-HSA-109582 | 14/576 | 3.34E-06 | 2.96E-04 | 5.02 | 63.24 | ITGB1;EGF;ITGB3;SERPINE1;ITGA2B;  ENDOD1;F13A1;GATA2;MERTK;THBS1;  MMRN1;VCL;PRKG1;DGKH |
| Integrin Cell Surface Interactions R-HSA-216083 | 5/66 | 3.14E-05 | 1.96E-03 | 15.48 | 160.49 | ITGB1;ITGB3;ITGA2B;KDR;THBS1 |
| Extracellular Matrix Organization R-HSA-1474244 | 9/291 | 3.32E-05 | 1.96E-03 | 6.20 | 63.90 | ITGB1;CAPNS1;ITGB3;SERPINE1;  ITGA2B;KDR;CTSG;LTBP1;THBS1 |
| Syndecan Interactions R-HSA-3000170 | 3/20 | 1.72E-04 | 7.63E-03 | 32.78 | 284.03 | ITGB1;ITGB3;THBS1 |
| Signal Transduction By L1 R-HSA-445144 | 3/20 | 1.72E-04 | 7.63E-03 | 32.78 | 284.03 | ITGB1;ITGB3;ITGA2B |
| ECM Proteoglycans R-HSA-3000178 | 4/55 | 2.38E-04 | 9.36E-03 | 14.68 | 122.47 | ITGB1;ITGB3;ITGA2B;SERPINE1 |

**S4 Table. BioPlanet pathways identified through EnrichR analysis**

| Term | Overlap | P-value | Adjusted P-value | Odds Ratio | Combined Score | Genes |
| --- | --- | --- | --- | --- | --- | --- |
| Response to elevated platelet cytosolic calcium | 8/83 | 1.81E-08 | 7.67E-06 | 20.72 | 369.38 | MMRN1;EGF;ITGB3;ITGA2B;SERPINE1;  F13A1;THBS1;VCL |
| Platelet activation, signaling and aggregation | 10/205 | 1.98E-07 | 4.06E-05 | 10.10 | 155.90 | MMRN1;GP1BB;EGF;ITGB3;SERPINE1;  ITGA2B;F13A1;THBS1;VCL;DGKH |
| Hemostasis pathway | 14/468 | 2.88E-07 | 4.06E-05 | 6.24 | 94.03 | ITGB1;GP1BB;EGF;ITGB3;SERPINE1;  ITGA2B;F13A1;GATA2;MERTK;THBS1;  MMRN1;VCL;PRKG1;DGKH |
| Actin cytoskeleton regulation | 9/226 | 4.42E-06 | 4.68E-04 | 8.08 | 99.59 | ITGB1;NCKAP1;SCIN;GSN;EGF;ITGB3;  ITGA2B;MAPK6;VCL |
| Focal adhesion | 9/233 | 5.67E-06 | 4.79E-04 | 7.82 | 94.51 | ITGB1;EGF;ITGB3;ITGA2B;KDR;MAPK6;  PELO;THBS1;VCL |
| Integrin-mediated cell adhesion | 6/100 | 1.89E-05 | 1.33E-03 | 12.15 | 132.14 | ITGB1;CAPNS1;ITGB3;ITGA2B;  MAPK6;VCL |
| Mu-calpain pathway | 3/15 | 7.02E-05 | 3.83E-03 | 46.44 | 444.20 | ITGB1;CAPNS1;ITGB3 |
| TGF-beta signaling pathway | 7/185 | 7.38E-05 | 3.83E-03 | 7.53 | 71.61 | ITGB1;EGF;ITGB3;SERPINE1;MAPK6;  LTBP1;THBS1 |
| Urokinase-type plasminogen activator (uPA) and uPAR-mediated signaling | 4/42 | 8.25E-05 | 3.83E-03 | 19.71 | 185.36 | ITGB1;ITGB3;SERPINE1;CTSG |
| Beta-3 integrin cell surface interactions | 4/43 | 9.06E-05 | 3.83E-03 | 19.21 | 178.80 | ITGB3;ITGA2B;KDR;THBS1 |
| ECM-receptor interaction | 5/84 | 1.00E-04 | 3.86E-03 | 11.94 | 109.94 | ITGB1;GP1BB;ITGB3;ITGA2B;THBS1 |
| Hematopoietic cell lineage | 5/88 | 1.25E-04 | 4.41E-03 | 11.36 | 102.11 | GP1BB;ITGB3;ITGA2B;CD34;EPOR |
| S1P/S1P1 pathway | 3/21 | 2.00E-04 | 6.52E-03 | 30.95 | 263.59 | GNAZ;ITGB3;KDR |

**S1 Fig. Plotted normalized gene counts of top 10 differentially expressed genes between Miniature Schnauzer dogs with (cases) and without (controls) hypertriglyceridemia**

**
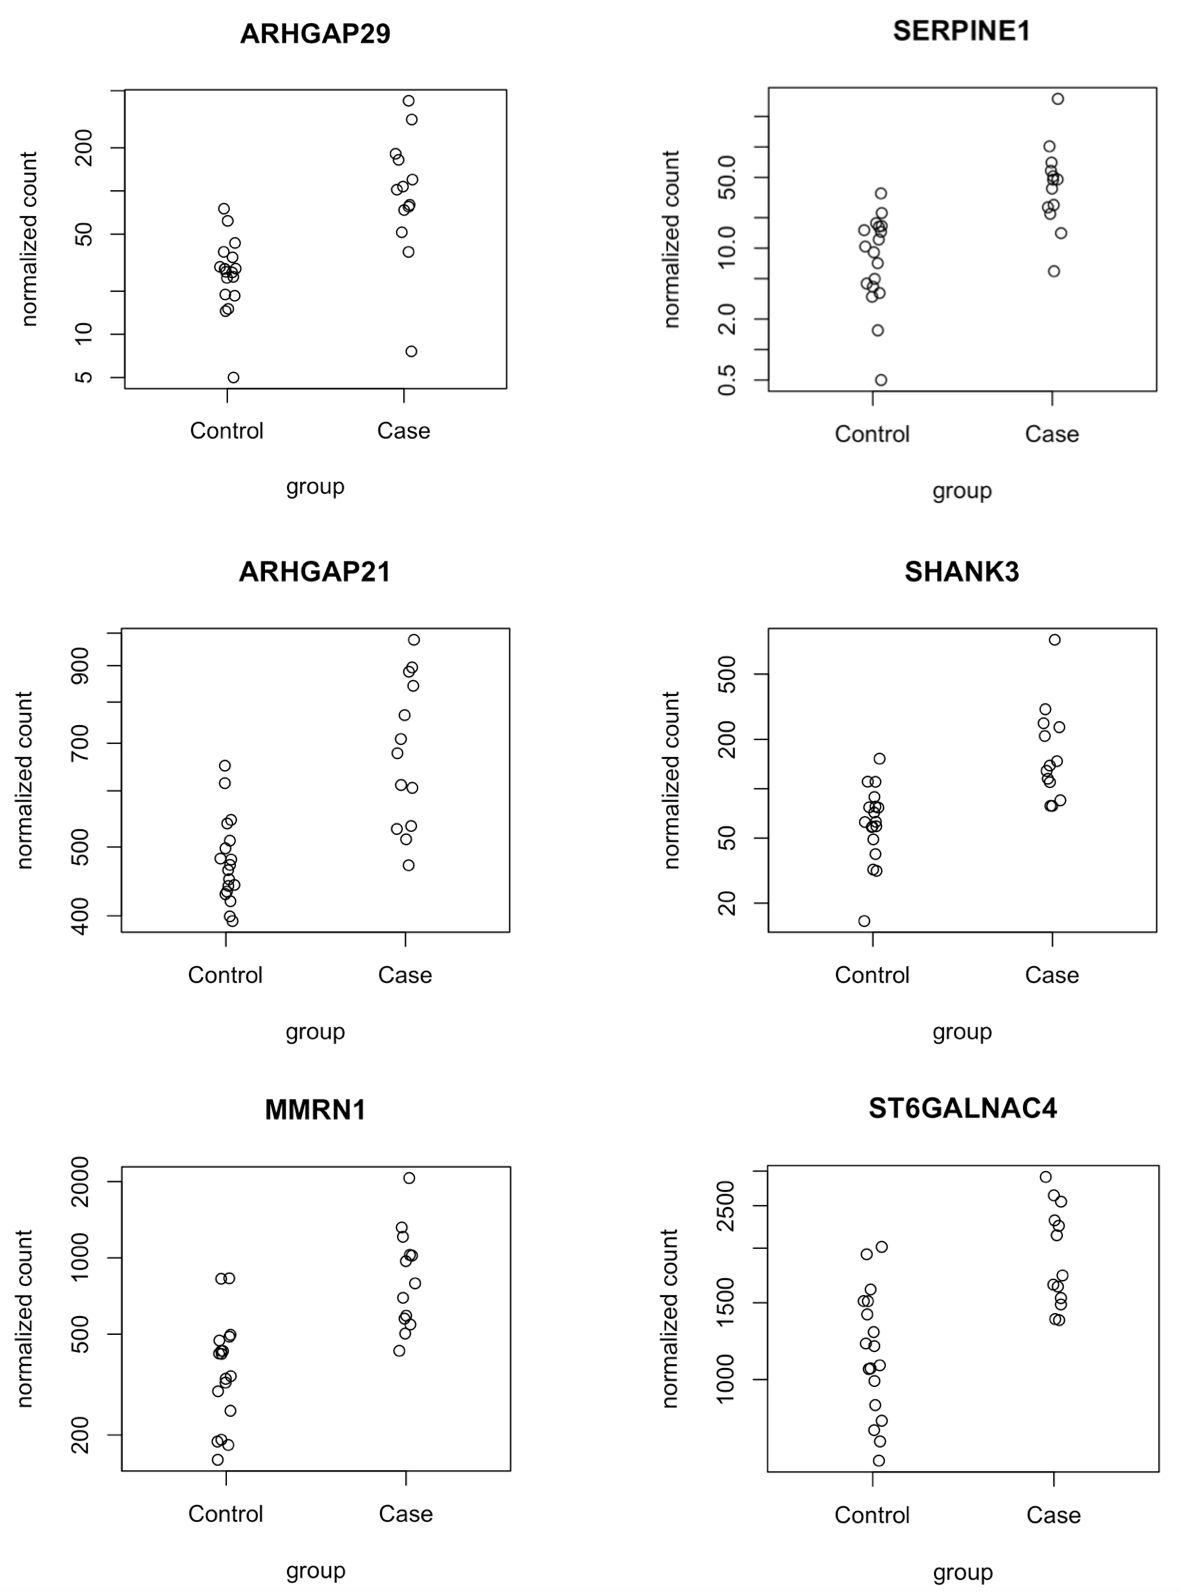
**

**
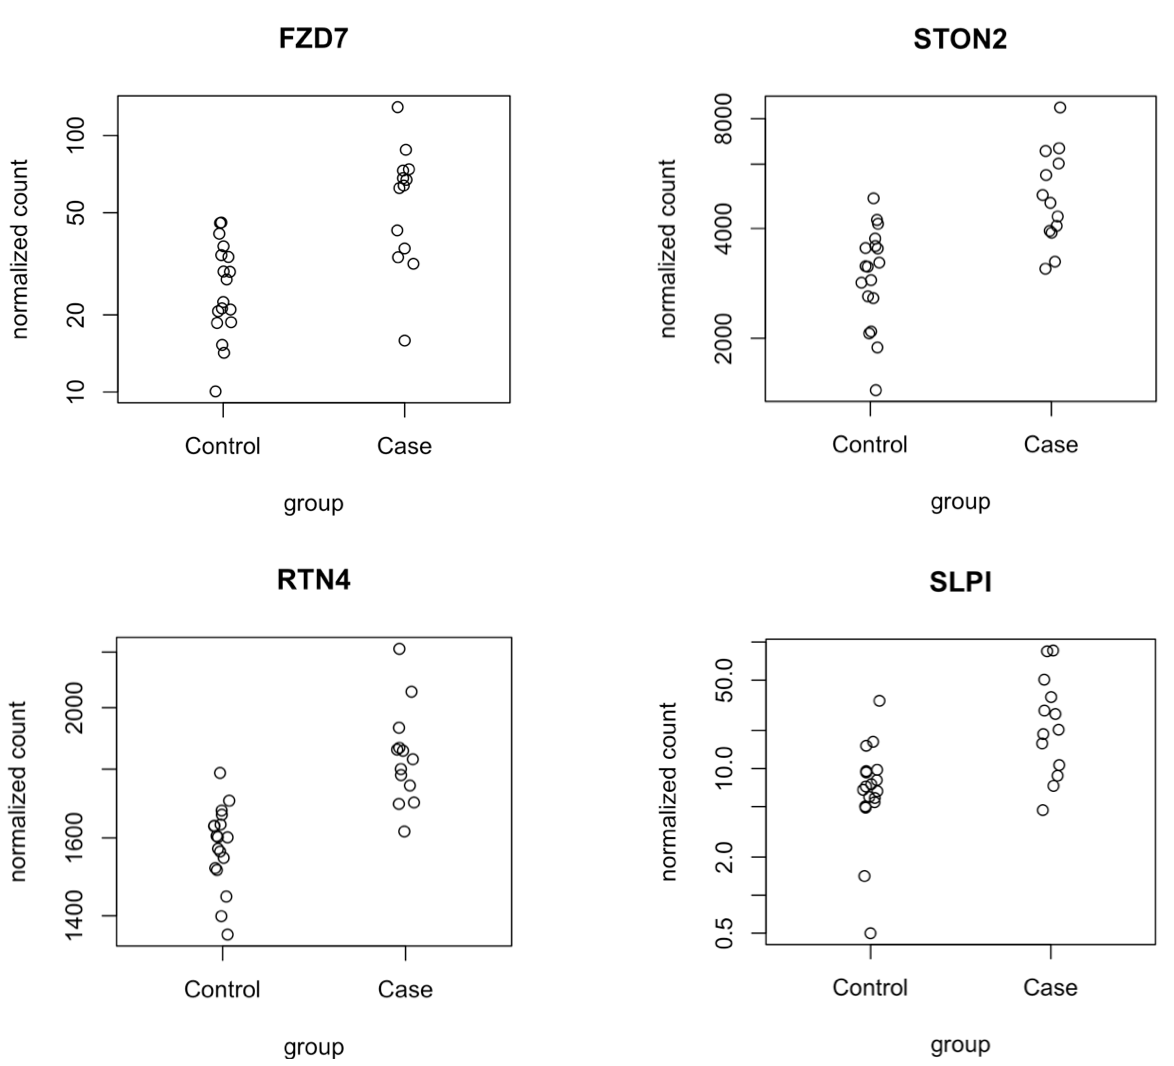
**

**S2 Fig. Plotted ΔCq from RT-qPCR of top differentially expressed genes *ARHGAP29* and *SERPINE1* in Miniature Schnauzer dogs with (cases) or without (controls) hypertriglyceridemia.**

**
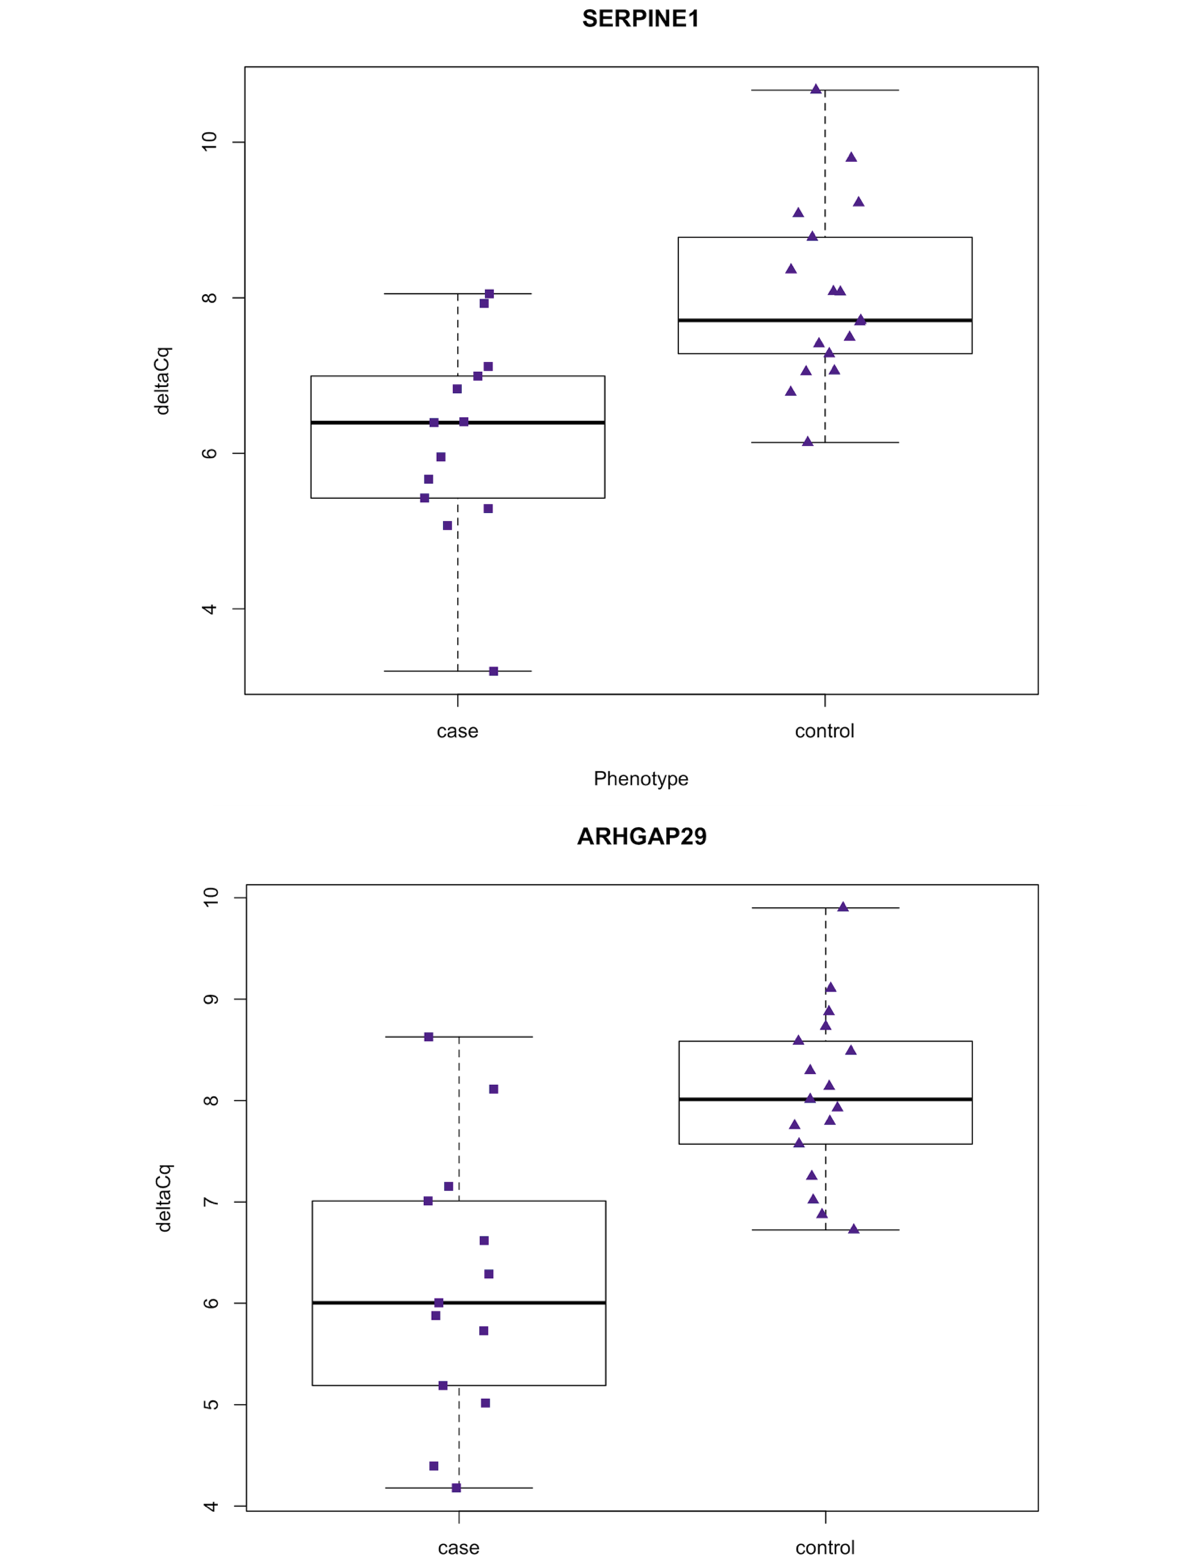
**

| **Target genes** |  |  |
| --- | --- | --- |
| SEPRINE1 cDNA F | CTGGTTCTGCCTAAGTTCTCC | 129 bp |
| SERPINE1 cDNA R | CAGCACCTCTTGATTTGAAAG |  |
|  |  |  |
| ARHGAP29 cDNA F | ATTTGAGGAATCGGAACGAA | 100 bp |
| ARHGAP29 cDNA R | TGATTCAGGTTCTTGGTCTGC |  |
|  |  |  |
|  |  |  |
| **Housekeeping genes** |  |  |
| GUSB cDNA F | AGACGCTTCCAA/GTACCCC | 103 bp |
| GUSB cDNA R | AGGTGTGGTGTAGAGGAGCAC |  |
|  |  |  |
| HNRNPH1 cDNA F | CTCACTATGATCCACCACG | 151 bp |
| HNRNPH1 cDNA R | TAGCCTCCATAACCTCCAC |  |

**S5 Table. Primers used in confirmatory RT-qPCR for top genes *SERPINE1* and *ARHGAP29***

How the deposited data were processed for this re-analysis (not part of the article)

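RNA from the whole blood of 31 Miniature Schnauzers, 13 cases with HTG and 18 controls, was sequenced with 1 library per dog. The authors trimmed the reads with Trimmomatic, aligned them with HISAT2 in the CHURP pipeline and counted read pairs on genes when both mates mapped, and the values they deposited are these counts, without normalization. The program that counted them, its settings and the gene annotation are not named in the paper's text. The methods name the Dog10K_Boxer_Tasha genome, while the table of counts lists Ensembl dog gene identifiers and S2 Table lists NCBI symbols. The counts and S2 Table may therefore rest on different gene annotations, which was not tested. No dog's column was left out, and no reads were aligned again. Counts per dog ranged from 14524659 to 41533599, and the log10 of the totals did not differ detectably between the groups (two-sided permutation test, P = 0.991).

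Group and sex came from the sample labels, and age, body condition score, dietary fat and triglycerides came from Table 1. In R 4.3.3, edgeR 4.0.16 normalized the counts with TMM, removed genes with low counts with filterByExpr by group, and compared the groups with glmQLFit and glmQLFTest, with no covariate. P-values were adjusted with the Benjamini-Hochberg procedure over the 13918 genes tested, and genes with an adjusted P-value of at most 0.05 were counted. CPM values were computed with edgeR from the TMM-normalized library sizes, with a prior count of 2 where they were put on the log2 scale. The test was checked on simulated counts for dogs of the same group sizes and depths. DESeq2 recovered 85.5% of 200 changed genes there, with 4.47% of the genes it called unchanged, and limma-voom recovered 81.6% of 196. With no gene changed, edgeR called 0 genes, limma-voom called 0 and DESeq2 called 1.

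Principal components were computed on the 500 most variable genes after the variance stabilizing transformation of DESeq2 1.42.0. For the clustering, z-scores of the variance stabilized counts of the genes of S2 Table found by symbol were clustered with Euclidean distance and complete linkage, the tree was parted into 2 branches, and each branch was named after the group that held most of it. Marker scores for 8 cell types were the mean log2 CPM of sets of marker genes written before the counts were seen and without any gene of S2 Table, each gene centred on its mean over the dogs. Differences between groups were tested with two-sided permutation tests with 100000 resamples, run as exact permutation tests where a group held fewer than 10 dogs, in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. Figures were drawn with matplotlib 3.10.9. Correlations of 9 genes of Table 2 with log10 triglycerides were computed within cases and within controls.

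The genes to be named were set before the data were examined, as were the tests and most alternatives. They were the genes of Table 2, RHOA, LPL and LIPC, the genes S3 Table and S4 Table list for platelet and hemostasis pathways, the genes of the qPCR references, up to 10 genes with the largest log2 fold changes past the threshold, and the marker genes. EIF1AX, KDM6A, DDX3X and the row RF01881 fall outside this rule and were chosen after their values were seen. The alternatives to the edgeR comparison were DESeq2, limma-voom 3.58.1, RLE and upper quartile normalization, no filter on low counts, at least 10 counts in every dog, sex, age, body condition score, 1 or 2 surrogate variables from sva 3.50.0, the dog number shared by a case and a control, or the platelet marker score as a covariate, the dogs without case_01 and control_03, and the counts without the 20 genes with the highest totals. Chosen after seeing the data were the principal components without the small RNA rows, the split by small RNA counts as a covariate in edgeR and in DESeq2, each side of that split alone, the assigned share as a covariate, 3 surrogate variables, and edgeR's likelihood ratio test.

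The paper's batch covariate was left out because the labels and the paper's text do not name the dogs of the pilot. The 22 genes of S2 Table without a row of the same symbol were left out, so that SHANK3 was not analysed here, and neither were the qPCR measurements and the enrichment of pathways. Some genes that the paper names are not reported here. GC content and gene length were not tested, because the table of counts gives neither.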

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

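Marker scores of blood cell types, which the paper does not report, differed between the groups in 3 of 8 sets. The adjustments of the scores for the split by small RNA counts and for the assigned share were added after the data had been seen, and the joint model of group and share after the first adjustment for that share. GC content, gene length and reads shared between paralogs were not tested for any of these scores, so that none of them is called biological.

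The platelet marker score, over 12 of 15 listed genes, was higher in the cases by 0.53 on the log2 scale (permutation test, P = 0.00459, adjusted P = 0.0290 with Benjamini-Hochberg over the 8 sets), and 11 of 13 cases lay above the median of the controls. Within the 10 dogs with high small RNA counts the difference was 0.31 (exact permutation test, P = 0.294), and within the other 21 dogs it was 0.56 (exact permutation test, P = 0.00686); whether the sides differed was not tested. The difference kept a permutation P under 0.05 after adjustment for the split by small RNA counts (P = 0.00323). Adjustment for the depth of the library (permutation test, P = 0.00368) left the difference at 0.53. So did the removal of the 20 genes with the highest counts (permutation test, P = 0.00446). The log10 of the total counts differed by −0.00047 between the groups (permutation test, P = 0.991). For this score, these values argue against a linear effect of depth and against those 20 genes as the source. After adjustment of the score for the assigned share of the library P was 0.0514, and in a joint model of group and share the difference was 0.40 (permutation test, P = 0.0329). Without case_01 and control_03, the 2 dogs with the highest share, the difference was 0.59 (permutation test, P = 0.00171). The share differs between the groups. The first of these adjustments can therefore take out part of a difference between them, and it decides nothing. The share still differed without the 2 dogs, so that leaving them out decides nothing either. Only the joint model bears on the share, and in it a difference of 0.40 remained. This model was chosen after the first adjustment, and its P is not adjusted over the 8 sets. Whether the share accounts for the difference therefore stays open. If platelet RNA rose with triglycerides, the score might follow them among the cases, but Pearson's r with log10 triglycerides was 0.174 in the 13 cases (permutation test, P = 0.572; Spearman's rho 0.181, permutation test, P = 0.553; r = 0.231 without the 2 dogs farthest from the median; adjusted P = 0.659 over 6 such relations). The edgeR log2 fold changes of the 12 genes ranged from 0.14 (standard error 0.23) for PPBP to 0.80 (standard error 0.27) for GP1BA. A difference in platelet RNA between the groups remains a hypothesis.

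The immature granulocyte marker score, over 7 of 12 listed genes, was higher in the cases by 0.95 on the log2 scale (permutation test, P = 0.00724, adjusted P = 0.0290 with Benjamini-Hochberg over the 8 sets), and 13 of 13 cases lay above the median of the controls. The difference was 1.23 (exact permutation test, P = 0.0317) within the 10 dogs with high small RNA counts and 0.80 (exact permutation test, P = 0.0929) within the other 21 dogs. It kept a permutation P under 0.05 after adjustment for the split by small RNA counts (P = 0.00822). Adjustment for depth (permutation test, P = 0.00718) left the difference at 0.95, as did the removal of the 20 genes with the highest counts (permutation test, P = 0.00701). As for the platelet score, this argues against a linear effect of depth and against those 20 genes as the source. After adjustment for the assigned share P was 0.0674, while in the joint model the difference was 0.70 (permutation test, P = 0.0457), and without case_01 and control_03 it was 0.95 (permutation test, P = 0.00773). As for the platelet score, the first adjustment and leaving out the 2 dogs decide nothing. For the same reasons as there, the joint model leaves open whether the share accounts for the difference. More immature granulocyte RNA in the cases is a candidate explanation, but the 7 genes did not rise together. The edgeR log2 fold changes were 1.66 for CD177, 1.61 for CAMP, 0.77 for LTF and 0.64 for MMP8. They were 0.26 for CEBPE, 0.14 for BPI and −0.19 for LCN2. ELANE and OLFM4, also listed, lay under the filter on low counts. ELANE had a median of 3 counts over all dogs. Without the filter its log2 fold change was 2.36 (standard error 0.57, adjusted P = 0.119 in the edgeR quasi-likelihood test), and in DESeq2 its adjusted P was 0.0153. OLFM4, with 0 counts in 27 dogs, had −1.59 without the filter. The score thus leaves out a listed gene that was higher in the cases.

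The endothelial marker score, over 6 of 14 listed genes, was higher in the cases by 0.30 on the log2 scale (permutation test, P = 0.0165, adjusted P = 0.0440 with Benjamini-Hochberg over the 8 sets), and 9 of 13 cases lay above the median of the controls. Within the sides of the split by small RNA counts the difference was 0.34 (exact permutation test, P = 0.175) and 0.27 (exact permutation test, P = 0.0825). The permutation P after adjustment was 0.0212 for the split and 0.0675 for the assigned share. In the joint model of group and share the difference was 0.27 (permutation test, P = 0.0467), and without case_01 and control_03 it was 0.31 (permutation test, P = 0.0174). Adjustment for depth (permutation test, P = 0.0165) left the difference at 0.30, which argues against a linear effect of depth, as for the platelet score. With the platelet score taken out the difference was 0.07 (permutation test, P = 0.489), and in a joint model of group and platelet score it was 0.09 (permutation test, P = 0.423). Platelet RNA is therefore a candidate explanation for part of this score. The joint model of group and share leaves open whether the share accounts for the difference, for the reasons given for the platelet score. Among the listed genes that the filter left out of the score, CDH5, PLVAP and NOS3 had medians of 5, 9 and 3 counts over all dogs. The medians of ROBO4, EMCN, SOX17 and SOX18 were 0. The score therefore says nothing about these genes. The 6 genes of the score did not go together. The edgeR log2 fold changes were −0.19 for TEK, −0.12 for VWF, 0.26 for TIE1, 0.38 for ESAM, 0.60 for ERG and 0.72 for EGFL7. With the platelet score as a covariate, those of VWF, ESAM and EGFL7 fell to −0.75, −0.09 and 0.28. Those of TEK (−0.19), TIE1 (0.40) and ERG (0.60) did not fall.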

How the results depend on the processing

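The number of genes with an adjusted P-value of at most 0.05 was 5 in the edgeR comparison, and 5 of them are in S2 Table and 4 in Table 2. It stayed within 1.5 times that number with RLE and upper quartile normalization, without a filter on low counts and without the 20 genes with the highest counts, each with the same 5 genes, and with sex (4 genes) and age (6 genes) as a covariate. DESeq2 gave 82 genes, 52 in S2 Table and 9 in Table 2. At least 10 counts in every dog gave 1 gene, which is in both lists, and body condition score as a covariate gave 3, all in S2 Table. With 2 surrogate variables there were 26 genes, 20 of them in S2 Table, and without case_01 and control_03 there were 28, with 18 in S2 Table. There were 0 genes, hence 0 in S2 Table and 0 in Table 2, with limma-voom, with 1 surrogate variable, with the platelet marker score as a covariate and with the replicate block, in which the dog number shared by a case and a control was a covariate. The genes with an unadjusted P-value under 0.05 numbered 1556, 1447, 913 and 858 in these 4 comparisons. Apart from the test itself, for which the likelihood ratio test was run, the cause was not tested. The dog number follows the order of triglycerides within each group of Table 1, and no pairing of dogs is stated. Over 500 genes, same-numbered dogs had a mean r of −0.02 (SD 0.23, 13 pairs), against 0.002 for the 221 other pairs. The replicate block therefore has no known basis.

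Among the settings chosen after seeing the data, DESeq2 with the split by small RNA counts as a covariate gave 91 genes, with 60 in S2 Table and 9 in Table 2. The likelihood ratio test of edgeR gave 73 genes, with 47 in S2 Table and 7 in Table 2, and 3 surrogate variables gave 46, with 26 in S2 Table. With the assigned share as a covariate there were 0 genes, and 1080 with an unadjusted P-value under 0.05. Within either side of the split there were 0 genes, with 518 on the high side and 1510 on the low side at an unadjusted P-value under 0.05. The split as a covariate in edgeR left the number at 5, with 4 of the 5 genes shared.

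The first principal component did not separate the groups past the threshold in any setting except without case_01 and control_03, where the difference was 10.1 (permutation test, P = 0.0172), and the second did not in any. The number of dogs outside the branch of their group was 5 with Ward linkage, 5 with 1 minus Pearson's r as the distance and 5 with the split by small RNA counts removed, which was chosen after seeing the data, and between 8 and 12 in the other settings. The marker scores past the threshold numbered 3, and 2 or 3 in each alternative except adjustment for the assigned share, chosen after seeing the data, where there were 0 and the 3 scores had unadjusted permutation P-values of 0.0514, 0.0674 and 0.0675. The endothelial score was the one missing where there were 2, with an adjusted permutation P of 0.0544 with upper quartile normalization, 0.0859 with the median over the set and 0.0565 with the split taken out. The cause was not tested in these cases. The group comparisons of age, body condition score and dietary fat, the triglyceride correlations by their adjusted P-values and the interaction of group and sex stayed on the same side of the threshold in every alternative run.

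Some values near 0 changed sign. The log2 fold change of RHOA was −0.00311 with upper quartile normalization, −0.00361 with body condition score, −0.00988 with 2 surrogate variables, −0.0302 with the replicate block, −0.00118 without case_01 and control_03, and −0.0261 with the assigned share, a setting chosen after seeing the data. The triglyceride correlation was −0.00622 for MMRN1 within controls with upper quartile normalization, and with the platelet score taken out it was −0.233 for MMRN1 and −0.232 for STON2 within controls and −0.0463 for ST6GALNAC4 within cases. The cause was not tested. Among the other results for single genes and relations, 173 values under alternatives set in advance kept their direction and their side of the threshold, 16 became weaker and 10 stronger, and under those added later 49 kept both, 13 became weaker and 11 stronger.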

Differences from the paper's values

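The number of differentially expressed genes was 5 in the edgeR comparison, against the paper's 110. Of the alternatives set before the data were examined, DESeq2 gave 82 genes, within 1.5 times of the paper's number, and the others, which gave between 0 and 28, did not come as close. DESeq2 with the split by small RNA counts as a covariate, chosen after seeing the values, gave 91. Of the genes of Table 2 that the edgeR comparison did not call, ST6GALNAC4, FZD7, STON2, RTN4 and SLPI had an adjusted P-value of at most 0.05 in DESeq2 and in DESeq2 with the split as a covariate. Further genes of S2 Table that the edgeR comparison did not call had such a P-value with age as a covariate (ST6GALNAC4), with 2 surrogate variables, without case_01 and control_03, and, among settings chosen after seeing the values, with the split as a covariate in edgeR (ST6GALNAC4), with 3 surrogate variables and with edgeR's likelihood ratio test, which gave 73 genes in all.

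The log2 fold change of FZD7 was 0.76 against the paper's 1.21, whose stated error is a standard error of 0.24. Over the alternatives set before the data were examined it lay between 0.45 and 0.85, and none of them closed the gap. The mean normalized count of FZD7 was 69.5, against the paper's 40.5. That of STON2 was 1832, against the paper's 3905.2. These mean counts were not computed under other settings.

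The number of dogs outside the branch of their group was 8, against the paper's 3. None of the alternatives set before the data were examined closed the gap, and the smallest number among them was 5, with Ward linkage and with 1 minus Pearson's r as the distance. With Ward linkage case_12 and control_18 were among the dogs outside, while case_07, which the paper places with the controls, was not. The 8 dogs of the comparison here include case_07 and case_12, and not control_18. With the split by small RNA counts removed, chosen after seeing the values, the dogs outside were case_03, case_07, case_11, case_12 and case_13, so that case_07 and case_12 were among them and control_18 was not.

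The second principal component held 14.4% of the variance, against the paper's about 9% in Fig. 1, read by eye. Of the alternatives set before the data were examined, the use of all genes gave 9.42% and closed the gap, but the first component then held 23.9%, against the paper's about 48% in Fig. 1, read by eye, while the use of the 1000 most variable genes, log2 CPM and the dogs without case_01 and control_03 did not close it. With the split by small RNA counts removed, chosen after seeing the values, the first component held 48.8% and the second 8.08%, and with the small RNA rows left out, chosen likewise, they held 48.7% and 7.69%. The paper's methods state that the batch effect was removed before the data were visualized.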

Other observations

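Most tests in this part were chosen after the results were seen. The triglyceride correlations, the platelet marker score as a covariate and the genes of the qPCR references were set before the data were examined. The adjustment of the assigned share for the split by small RNA counts was also an exception, although the split itself was found in the data. So was the relation of random splits to the assigned share.

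Random splits of the 31 dogs into groups of 13 and 18 were compared with the real one, which is included in each count. In the edgeR comparison 3 of 100 splits gave at least 5 genes, the largest number in another split was 129, and 96 of the others gave 0; by genes with an unadjusted P-value under 0.05, 14 of 100 splits gave at least the 1365 of the real split. Among splits that parted the same-numbered dogs as the real split does, 5 of 100 gave at least 5 genes. The dog number reflects no known pairing, so that these are a further set of random splits. In DESeq2, 7 of 100 random splits gave at least 82 genes, with 596 in the largest other, and 11 of 100 did among splits that parted the same-numbered dogs. With the split by small RNA counts as a covariate and random splits within its sides, 3 of 80 splits gave as many genes as the real one. For the interaction of group and sex, where the real split gave 0 genes, 100 of 100 reassignments of sex gave at least as many, and 62 of 100 gave at least its 547 genes with an unadjusted P-value under 0.05. That first number could not have come out otherwise, since no split can give fewer than 0 genes, and it is left aside here. Of the other counts of splits by adjusted P-value, those from edgeR with random splits and from DESeq2 within the sides lie under 5 in 100, and the rest do not, so that the number of genes alone may not tell the real split from a random one.

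Random splits may also pick up the assigned share of the library. Across the 99 other splits of the edgeR comparison, the number of genes with an unadjusted P-value under 0.05 rose with the size of the difference in assigned share between the groups of the split (Spearman's rho 0.253, permutation test, P = 0.0118). These splits draw on the same dogs and are not independent. In 2 of the 99 the difference in share was at least the 4.14 points of the real split, and 0 of these 2 were among the splits with at least 5 genes. In DESeq2 rho was 0.246 (permutation test, P = 0.0141), again with 0 of 2. Among splits that parted the same-numbered dogs, rho was 0.575 in edgeR and 0.584 in DESeq2 (permutation test, P = 1e-05 for both, the smallest that 100000 resamples can give), and in each 1 of the 2 splits with so large a difference in share gave at least as many genes as the real one. Among the 79 other splits within the sides of the split by small RNA counts, rho was 0.445 in DESeq2 (permutation test, P = 0.00011), and 2 of the 3 splits with so large a difference in share were the 2 that gave as many genes as the real one. For the interaction of group and sex rho was −0.113 (permutation test, P = 0.267). The real split also has a large difference in share, so that its number of genes may come in part from the assigned share.

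Some random splits may also pick up the split by small RNA counts. The real split has 5 of the 10 dogs with high small RNA counts among its 13 cases. In edgeR the random split with 129 genes put 8 of the 10 in its group of 13, and in DESeq2 those with 289 and 201 genes put 8 there and that with 153 genes put 1, while those with 596, 295 and 94 genes put 6, 4 and 6. Both groupings that lean towards the split by small RNA counts and groupings that do not can thus give more genes than the real one.

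Platelet RNA is a candidate explanation for part of the higher counts of the paper's genes. With the platelet marker score, which shares no gene with S2 Table, as a covariate, the median log2 fold change of the 73 genes that S2 Table lists as higher fell from 0.67 to 0.27, a fall of 59.4%. All 73 were still higher in the cases. The score was itself higher in the cases, so that it can take out part of a difference whatever its source. A change within the cells was not ruled out. Not every difference shrank as much. The median of the 14 genes that S2 Table lists as lower went from −0.24 to −0.20. The difference in the immature granulocyte score went from 0.95 to 1.04 in a joint model of group and platelet score.

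The smaller number of genes in edgeR's quasi-likelihood test than in DESeq2 may come from the allowance the quasi-likelihood test makes for uncertain dispersions. The likelihood ratio test of edgeR, which makes no such allowance, gave 73 genes on the same counts. On simulated counts with no gene changed, DESeq2 called 1 gene and edgeR's quasi-likelihood test called 0. With genes changed by a log2 fold change of 1, DESeq2 called 179 genes and the quasi-likelihood test 174. The simulated counts thus did not show the gap seen in the dogs. Their only size of change was larger than the median of 0.67 of the tested genes that S2 Table lists as higher. The simulation therefore does not tell how the 2 tests differ on smaller changes, and the source of the gap stays open.

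The score on the first principal component rose with the assigned share of the library, with a Pearson's r of 0.679 in the cases (permutation test, P = 0.0101; Spearman's rho 0.681, permutation test, P = 0.0127) and 0.871 in the controls (permutation test, P = 0.00018; Spearman's rho 0.649, permutation test, P = 0.00439). Without the 2 dogs farthest from the median share r was 0.346 in the cases and 0.588 in the controls, so that the relation in the cases rests in part on those dogs. The assigned share is therefore a candidate source of the first component.

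The higher assigned share in the cases kept P = 0.0363 after adjustment for the split by small RNA counts (permutation test). After adjustment for the erythroid marker score it had P = 0.252 (permutation test). That second adjustment can also take out part of a difference between groups that differ in the score, whatever its source. The share correlated with the erythroid score in the cases (Pearson's r = 0.750, permutation test, P = 0.00296; Spearman's rho 0.670, permutation test, P = 0.0147; r = 0.433 without the 2 dogs farthest from the median) and in the controls (r = 0.814, permutation test, P = 0.00022; rho 0.575, permutation test, P = 0.0144; r = 0.502 without 2 dogs). Erythroid RNA is thus a candidate explanation for the share, although the erythroid score did not itself differ between the groups past the threshold (permutation test, P = 0.0724). The direction of this relation was not tested.

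The split by small RNA counts may reflect a difference between library batches. Outside the small RNA rows 41 genes had ranges that did not overlap between its sides, and 0 did in each of 99 random splits. On both sides there are 5 or more cases and controls, so that group and split can be told apart. In edgeR 1053 genes differed between the sides at an adjusted P-value of at most 0.05. The genes tested included the 349 small RNA rows from which the split was made, so that part of this number may be circular. No biological explanation for the split was tested.

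The sex in the labels was compared with the row RF01881, and 0 dogs lay on the side of the other sex. The row was chosen because it separated the labelled sexes, so that this is circular and does not tell whether a sample is mislabelled. Dogs exchanged within a sex would not show in it either.

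Expression of the genes of Table 2 was compared with triglycerides within groups, since all cases have higher triglycerides than all controls. Over 18 relations of 9 genes found in the counts, 0 had a Benjamini-Hochberg adjusted P-value of at most 0.05, and the smallest was 0.265; 2 had an unadjusted permutation P-value of at most 0.05. ARHGAP29 rose with log10 triglycerides in the 18 controls (Pearson's r = 0.555, permutation test, P = 0.0147; Spearman's rho 0.525, permutation test, P = 0.0269; r = 0.493 without 2 dogs). RTN4 rose with them in the 13 cases (r = 0.558, permutation test, P = 0.0463; rho 0.588, permutation test, P = 0.0381; r = 0.433 without 2 dogs), and its r in the controls was −0.450 (permutation test, P = 0.0613). The relation of RTN4 in the cases had r = 0.431 with triglycerides without a log (permutation test, P = 0.134; rho 0.588, permutation test, P = 0.0381), r = 0.393 with upper quartile normalization (permutation test, P = 0.183; rho 0.516, permutation test, P = 0.0737) and r = 0.545 with the platelet score taken out (permutation test, P = 0.0518; rho 0.703, permutation test, P = 0.00933). In the same 3 alternatives that of ARHGAP29 in the controls had r = 0.552 (permutation test, P = 0.0149; rho 0.525, permutation test, P = 0.0269), r = 0.532 (permutation test, P = 0.0209; rho 0.498, permutation test, P = 0.0371) and r = 0.506 (permutation test, P = 0.0319; rho 0.443, permutation test, P = 0.0675). The difference between the r of RTN4 in cases and in controls, 1.01, had an unadjusted permutation P = 0.00868 and an adjusted P = 0.0781 over 9 genes. Within the sides of the split the cases number 5 and 8, and the relations were not computed there.

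The genes of the qPCR references, GUSB and HNRNPH1, had log2 fold changes of 0.22 (adjusted P = 0.624 in the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment) and −0.23 (adjusted P = 0.448 in the same edgeR test), and the mean of both differed by 0.02 between the groups (permutation test, P = 0.659).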
